# Impact of Aging on the Phenotype of Invariant Natural Killer T Cells in Mouse Thymus

**DOI:** 10.3389/fimmu.2020.575764

**Published:** 2020-10-30

**Authors:** Georgia Papadogianni, Inga Ravens, Oliver Dittrich-Breiholz, Günter Bernhardt, Hristo Georgiev

**Keywords:** invariant natural killer T cells, thymus, aging, transcriptome, IL2

## Abstract

Invariant natural killer T (iNKT) cells represent a subclass of T cells possessing a restricted repertoire of T cell receptors enabling them to recognize lipid derived ligands. iNKT cells are continuously generated in thymus and differentiate into three main subpopulations: iNKT1, iNKT2, and iNKT17 cells. We investigated the transcriptomes of these subsets comparing cells isolated from young adult (6–10 weeks old) and aged BALB/c mice (25–30 weeks of age) in order to identify genes subject to an age-related regulation of expression. These time points were selected to take into consideration the consequences of thymic involution that radically alter the existing micro-milieu. Significant differences were detected in the expression of histone genes affecting all iNKT subsets. Also the proliferative capacity of iNKT cells decreased substantially upon aging. Several genes were identified as possible candidates causing significant age-dependent changes in iNKT cell generation and/or function such as genes coding for granzyme A, ZO-1, EZH2, SOX4, IGF1 receptor, FLT4, and CD25. Moreover, we provide evidence that IL2 differentially affects homeostasis of iNKT subsets with iNKT17 cells engaging a unique mechanism to respond to IL2 by initiating a slow rate of proliferation.

## Introduction

Invariant natural killer T (iNKT) cells represent a subset of NKT cells that are distinguished by the expression of a very limited set of T cell receptors (TCR) (1). In mouse iNKT cells the Vα14Jα18 chain is always part of the TCR that recognize glycolipid ligands such as α-galactosylceramide (α-GalCer) presented to them in the context of CD1d, a non-polymorphic member of the MHCI-family (2, 3). In contrast to regular CD4 and CD8 T cells that undergo positive selection by thymic epithelial cells, iNKT cells are selected in thymus at the double positive (DP) stage by other DP thymocytes presenting endogenous glycolipid(s) (4, 5). Subsequent recruitment into the iNKT differentiation path is guided by a coordinated series of events such as upregulation of the transcription factors EGR2 and PLZF (6–8). Differentiation of murine iNKT cells was originally described as a stepwise process where cells pass through developmental stages S0 to S3 with cells at stage S3 (CD24^lo^CD44^hi^NK1.1^hi^) representing fully matured iNKT cells (9). iNKT cells are in general considered as phenotypically antigen-experienced cells placing them functionally at the interface between innate and adaptive immunity. A hallmark of iNKT cells is their capacity to quickly produce cytokines following stimulation by foreign antigen (10). Yet already in steady state iNKT cells produce messenger RNA (mRNA) coding for distinct cytokines (11, 12), and also secrete at least IL4 at physiologically relevant concentrations (13, 14). By investigating several gene deficient mouse models, evidence was provided that the available level of IL4 correlated positively with the generation of memory-like CD8 T (T_ML_) cells (13, 15, 16). Moreover, abundance of CD8 T_ML_ cells depends on age and mouse strain reflecting the frequency of IL4 producing iNKT cells in thymus (17). CD8 T_ML_ cells can emigrate from thymus (15) reinforcing the pool of peripheral virtual memory CD8 T cells that contribute to eliminate infections by distinct pathogens (18). It was shown that during differentiation (S1 to S3), iNKT cells convert gradually from IL4 to mainly IFNγ producers (19) but iNKT cells secreting IL17 discovered later on did not fit into this scheme easily (20). An alternative classification system was established that defines three main functional subsets of iNKT cells by correlating the expression pattern of the transcription factors PLZF, TBET, and RORγt, respectively, with a simple set of surface markers as well as the three key cytokines IFNγ, IL4, and IL17 (17, 21, 22): CD122^+^PLZF^lo^TBET^+^RORγt^−^ iNKT1 cells characterized by IFNγ secretion, CD122^−^CD4^+^PLZF^hi^TBET^−^RORγt^−^ iNKT2 cells producing mainly IL4 and CD122^−^CD4^−^PLZF^int^TBET^−^RORγt^+^ iNKT17 cells secreting predominantly IL17. Yet in agreement with the traditional classification system, the cytokine secretion patterns of iNKT subtypes are quite promiscuous (23).

It was observed earlier that there is a substantial shift in subset composition of iNKT cells in thymus of BALB/c and B6 mice when comparing young adults (6–10 weeks of age) with older animals (25–30 weeks of age) (15, 17, 24). This raised the question whether changes in gene expression occur over time and if so, whether this contributes to an age-dependent phenotype of iNKT cells. Based on a comparison of transcriptomes derived from young adult and aged iNKT subtypes we observed only minor differences on a global level but expression of some genes relevant for homeostasis and function of iNKT cells varied considerably between young and aged iNKT cells.

## Materials and Methods

### Animals

BALB/cAnNCrl (BALB/c) and C57BL/6N (B6) mice were bred in the animal facility of Hannover Medical School or purchased from Charles River Laboratories and kept under specific pathogen-free conditions. B6.129P2-*Blk^tm1Tara^*/J (*Blk*^−/−^) mice were purchased from Jackson Laboratory. All animals analyzed were female and 6–10 weeks old (young adults) or 25–30 weeks old (aged).

### *In Vivo* Labeling With Bromodeoxyuridine

Mice were injected intraperitoneally with 1.5 mg BrdU (Roche) on day 0 and gavaged with 5 mg BrdU on days 1–4. Mice were analyzed on day 5, the incorporated BrdU detected using a FITC BrdU Flow Kit (BD Pharmingen™).

### Cell Suspensions

Thymi, spleens, and peripheral lymph nodes were cut into small pieces, mashed through 40 μm cell strainers and washed once in FACS buffer (PBS with 3% FCS). For the isolation of lung lymphocytes, mice were perfused with cold PBS. Lungs were cut into small pieces and digested with 0.5 mg/ml collagenase D (Roche) and 0.025 mg/ml DNase I (Roche) in RPMI 1640/10% FCS for 30 min at 37°C. After digestion, EDTA was added at final concentration of 20mM and the samples were mashed through 40 μm cell strainers and washed once in RPMI 1640/10% FCS. Samples were next resuspended in 40% Percoll, layered on 70% Percoll and centrifuged for 20 min at 2,000rpm. Following centrifugation, the interphase containing the enriched lymphocytes was collected.

### Antibodies and Flow Cytometry

For extracellular staining, cells were blocked with rat or mouse serum 3% in FACS buffer and incubated with a-mouse antibodies for 30 min on ice. The following antibodies were used: anti-CD122 PE (TM-β1, 1:100), anti-CD122 biotin (TM-β1, 1:100), anti-CXCR3 PE (CXCR3-173, 1:100), anti-CD4 PerCP (RM4-5, 1:400), anti-CD4 BV510 (RM4-5, 1:200), anti-CD8α BV421 (53-6.7, 1:200), anti-CD8α APC/Cy7 (53-6.7, 1:200), anti-CD19 PE/Cy7 (6D5, 1:200), anti-B220 BV510 (RA3-6B2, 1:100), anti-IL17RB (9B10, 1:100), anti-CD3ε BV785 (145-2C11, 1:100), and streptavidin BV605 (1:400) all from BioLegend, anti-B220 eFluor450 (RA3-6B2, 1:200), anti-CD3e PE/Cy7 (145-2C11, 1:200) both from eBioscience, anti-CD25 Alexa 488 (PC61 5.3, 1:200) from Invitrogen, anti-CD4 BUV395 (GK1.5, 1:200), and anti-CD138 BV421 (281-2, 1:100) from BD Biosciences and rat IgG1 isotype control Alexa Fluor 488 (CAD9, homemade). CD1d tetramer loaded with PBS57 (analogue of a-GalCer) was provided by the tetramer facility of US National Institutes of Health and used in a dilution of 1:800.

For intracellular staining, cells were firstly incubated with zombie fixable viability dye (BioLegend) for 20 min at room temperature. Stainings were performed at room temperature using the Foxp3/transcription factor fixation/permeabilization buffer set or the intracellular fixation and permeabilization buffer set from eBioscience. The following antibodies were used: anti-IL4 BV421 (11B11, 1:100), anti-IFN-γ PE (XMG1.2, 1:100), anti-IL17A PE/Cy7 (TC11-18H10.1, 1:1,000), and anti-TBET PE/Dazzle 594 (4B10, 1:100) all from BioLegend, anti-granzyme A eFluor 450 (GzA-3G8.5, 1:100), mouse IgG2b kappa isotype control eFluor 450 (eBMG2b, 1:100), anti-PLZF Alexa Fluor 488 (Mags.21F7, 1:100), and anti-RORγτ PerCP-efluor710 (B2D, 1:600) from eBioscience and anti-RORγt PE/Cy7 (B2D, 1:800) from Invitrogen. Data were acquired on LSR II (BD) or Cytek Aurora and analyzed using FlowJo.

### *In Vitro* Culture of Invariant Natural Killer T cells

Thymic single cell suspensions were depleted of CD8^+^ cells (RmCD8-2, homemade) by using sheep anti-rat IgG Dynabeads (Invitrogen). Cells were then labelled with Cell Proliferation Dye eFluor 450 (eBioscience) and stained with appropriate antibodies. Total iNKT cells were sorted at the FACSAria Fusion (BD) as B220^−^CD8^−^CD3^+^CD1d tetramer^+^ cells with purity >90%. Sorted iNKT cells were then plated at a density of 15,000 cells/100μl RPMI 1640/10% FCS in a 96 well plate with or without recombinant IL2 (100U/ml) with or without anti-CD25 (PC61, 10μg/ml). Cells were then incubated for 3 days at 37°C.

### *In Vitro* Stimulation and Cytokine Production

For analysis of *Blk^−/−^* mice, total iNKT cells were sorted from splenic single cell suspensions as B220^−^CD3^+^CD1d tet^+^ cells with purity >90% and plated on a flat-bottom plate coated with anti-CD3 (clone 17A2, 1μg/ml) and anti-CD28 (clone 37.51, 2μg/ml). Brefeldin A was added at a concentration of 10μg/ml. Cells were incubated for 16 h at 37°C.

For analysis of cytokine production by aged thymocytes, total thymic single-cell suspensions from each mouse were depleted of CD8a expressing cells as described above. Next, depleted thymocytes were plated at a density of 2 x 10^6^/ml in RPMI 1640/10% FCS supplemented with PMA (phorbol 12-myristate 13-acetate; 50ng/ml), ionomycin (1.5µg/ml) and brefeldin A (10µg/ml). Plated cells were incubated for 3 h at 37°C. During this step control samples were kept on ice in FACS buffer. Following incubation cells were processed first for extracellular staining of cell markers followed by intracellular staining for detection of transcription factors and cytokines as described above.

### Isolation of RNA

Thymic cells were pooled from three female BALB/c mice, 6–7 weeks, or seven female BALB/c mice, 25–26 weeks old, respectively. iNKT cell subsets were sorted as iNKT1 (B220^−^CD3^+^CD1d tet^+^CD122^+^), iNKT2 (B220^−^ CD3^+^CD1d tet^+^CD122^−^CD4^+^) and iNKT17 (B220^−^ CD3^+^CD1d tet^+^CD122^−^CD4^−^). RNA was isolated using the RNeasyPlus Micro Kit (Qiagen).

### RNA-Sequencing and Raw Data Processing

#### Library Generation

1–5ng of total RNA was used for library preparation with the SMARTer Stranded Total RNA-Seq Kit v2—Pico Input Mammalian (Takara/Clontech) according to conditions recommended by the manufacturer. Generated libraries were barcoded with dual indexing approach and were finally amplified with 11 cycles of PCR. Fragment length distribution of generated libraries was monitored using Bioanalyzer High Sensitivity DNA Assay (Agilent Technologies). Quantification of libraries was performed by use of the Qubit^®^ dsDNA HS Assay Kit (Thermo Fisher Scientific).

#### Sequencing Run

Equal molar amounts of 13 libraries in total were pooled for a sequencing run. Accordingly, each analyzed library constitutes 7.7% of overall flowcell capacity. The combined library pool was denatured with NaOH and was finally diluted to 1.5 pM according to the Denature and Dilute Libraries Guide (Illumina). 1.3 ml of denatured pool was loaded on an Illumina NextSeq 550 sequencer using a High Output Flowcell for 75bp single reads (#FC-404-2005; Illumina).

#### Raw Data Processing and Quality Control

BCL files were converted to FASTQ files using bcl2fastq Conversion Software version v2.20.0.422 (Illumina).

The FASTQ files were adapter and quality trimmed using Trim Galore! (version 0.4.1) with default settings as described in the user guide except for the setting of the quality cutoff (-q/–quality) which was set to a Phred score of 15. Trim Galore! used Cutadapt (version 1.9.1) as subroutine.

Quality control of FASTQ files was performed by FastQC (version 0.11.4) before and after trimming.

#### Mapping

After trimming, FASTQ files were mapped against a reference genome with the splice-aware aligner STAR (version 2.5.0c) to generate BAM files. The BAM files were built in a two-pass Mapping (–twopassMode Basic) and were finally sorted (–outSAMtype BAM SortedByCoordinate). All other setting have been left as default as described in the manual. The genome index files were created by STAR with default settings using Mus musculus sequence and annotation data (UCSC, built mm10) available on Illumina’s iGenome site (http://support.illumina.com/sequencing/sequencing_software/igenome.html).

#### Quantification, Differential Expression Analysis

Generated BAM files were imported to our local Galaxy instance (release 17.05). Read counting was performed by featureCounts (Galaxy Tool Version 1.4.6.p5) with default settings except for “strand specificity of the protocol” which was set to “stranded (reverse)” and “minimum mapping quality per read” which was set to 10. Mus musculus annotation data (UCSC, build Mm10) were used.

Normalization and differential expression analysis was performed with DESeq2 (Galaxy Tool Version 2.11.39) with default settings except for “output normalized counts table” with was set to “yes.”

#### Generation of Excel Table Containing Normalized Count Data and Adjusted p-Values

DESeq2 was used to generate normalized read counts for all thirteen samples. Additional DESeq2 analyses were applied to retrieve adjusted p-values for the most relevant pairwise comparisons.

### Bioinformatics and Statistical Analysis

The normalized RNA reads were used to generate heat maps and volcano plots by using Qlucore Omics Explorer software. All statistical analyses were carried out using GraphPad Prism. Unpaired two-tailed t-test was used when analyzing two data sets while one-way ANOVA followed by Tukey’s multiple comparisons test were used when analyzing three or more data sets. Two-way ANOVA followed by Sidak’s multiple comparisons test were used when analyzing two different groups of data sets.

## Results

### Defining Thymic Invariant Natural Killer T Subsets of Different Ages

Recently, the expression signatures of iNKT1, 2 and 17 cells of young adult thymus of BALB/c and B6 mice were investigated in great detail (11, 12, 25). In this study, we were interested to decipher the effects of aging on the gene expression pattern of thymic iNKT cells by RNA sequencing. This required live cell sorting wherefore we intended to use surface markers CD122 and CD4 along with CD1d tetramer (tet) staining to obtain iNKT1, iNKT2 and iNKT17 cells (see *Introduction*, **Figure 1A**). In these stains we neglected CD24 expressing immature iNKT cells that comprise typically less than 1–2% of iNKT cells in thymus. To corroborate our sorting strategy, subtype phenotyping of young adult and aged iNKT cells was also done *via* detection of transcription factors PLZF and RORγt. In young adult mice the definition of tetramer (tet)^+^B220^−^DAPI^−^ iNKT subsets according to CD122/CD4 expression status (see **Figure 1A**, upper panel) correlated well with that of the transcription factors PLZF and RORγt confirming earlier observations (**Figure 1B**, upper panel) (12, 17). This was also observed for aged iNKT1 and iNKT17 cells but not for aged iNKT2 cells (**Figures 1A, B**, lower panels). Here, the CD122^−^CD4^+^ cells gave rise to three distinct subpopulations: PLZF^hi^RORγt^lo^ cells (presumably bona fide iNKT2 cells), PLZF^lo^RORγt^lo^ cells, and PLZF^int^RORγt^+^ cells, respectively. Because the numeric contribution of the latter two populations to the pool of aged iNKT2 cells is considerable, we addressed the aged CD122^−^CD4^+^ cells as iNKT2p (p = pool). Despite this limitation, two independent CD122/CD4 sorts each yielding cells from pooled thymi of young adult and aged mice were performed and subsequently their RNA was subjected to sequencing. 

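Total RNA of sorted cells was sequenced for 6 groups of 2 libraries each: iNKT1, iNKT2 and iNKT17 cells of young adult mice, and iNKT1, iNKT2p and iNKT17 cells of aged mice. Each library holds cells pooled from 3 young adult or 7 aged female BALB/c mice. The sample labels give the ages as 6 and 25 weeks, and the methods as 6 to 7 and 25 to 26 weeks. A stranded kit for total RNA was used, which also takes up RNA without a poly(A) tail, such as most mRNA of replication-dependent histones. The authors trimmed the reads with Trim Galore and Cutadapt, aligned them to mm10 with STAR, counted them per gene and strand with featureCounts, and divided the counts by the size factors of DESeq2. Their deposited table holds these normalized counts for 24421 genes, with adjusted p-values of 9 comparisons. Since each library's values are multiples of what 1 read is worth, whole reads came out for 100% of the values within a tolerance of 0.01, and the depth follows from them. The libraries of young adult mice held 5682449 and 3590903 reads for iNKT1, 6790962 and 7089432 for iNKT2, and 7752231 and 8105972 for iNKT17 cells. Those of aged mice held 9067693 and 5334215 reads for iNKT1, 9107274 and 5946582 for iNKT2p, and 7455812 and 6415325 for iNKT17 cells. A further library of the RNA of aged iNKT17 library N0813, prepared after DNase treatment, held 4844045 reads and was not part of the test. The main test was limma with a variance trend on log2(normalized count + 1), so that fold changes of low genes are understated. It covered the 11530 genes with a normalized count of at least 10 in at least 2 of the 12 libraries. All 6 groups shared 1 estimate of the spread with 6 residual degrees of freedom, and p-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 78 pairs of a list and an age comparison. Of the 30 list calls, 0 held with an estimated correlation, where 18 pairs had an unadjusted p under 0.05, and fry called 24 of the 30 (27 pairs in all). Test, filter, pseudocount, gene lists and 25 of the 27 alternatives counted for named genes were fixed before the data were examined. The other 2, leaving out libraries N0805, N0806 and N0807 together and taking out the trend on transcript length, were chosen after seeing the data. Beyond 2 independent sorts, nothing is stated about what separates the libraries of a group, so the p-values measure the spread between libraries. The subsets of a sort came from the same pools of mice, so libraries of different subsets are not fully independent. Limits set from a count of 0 (3 reads) cover counting error only. Values are means ± SD of normalized counts over n = 2 libraries unless another unit is given.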

All sequencing data were deposited in the GEO data base (accession number GSE147666). Re-analysis of cells immediately after sorting indicated that all collected populations were at least 95% pure except for aged iNKT2p cells that were contaminated by approximately 10% iNKT17 cells (**Supplementary Figure S1**). This was most likely due to the scarcity of iNKT2 cells in aged thymus. Apart from this, purity was also confirmed by the sequencing data because none to negligible counts were recorded for mRNAs typically expressed by dendritic cells (DC), macrophages, blood monocytes, NK cells, B cells, and diverse T cell subsets, respectively (e.g., *Itgax*, *Itgam*, *Csf1r*, *CD19*, *Fas*, *Foxp3*, *Ccr3*, *Ccr6*, *Il10*).

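Itgax of dendritic cells reached 0.644 ± 0.910 (SD, n = 2) in aged iNKT1 cells and 0 in the other groups, and Foxp3 of regulatory T cells was highest in young iNKT1 cells, at 1.08 ± 1.52. Csf1r of macrophages had its highest value in aged iNKT2p cells, at 5.91 ± 5.35. Itgam of myeloid cells was at 19.1 ± 12.9 in aged iNKT17 cells and 11.4 ± 10.0 in young iNKT1 cells, where the chemokine receptor gene Ccr3 was at 9.40 ± 10.3. Il10 had 0 reads in all 12 libraries. Depending on the library, this allows up to 2.13 to 5.55 normalized counts. Fas, which encodes a death receptor, was measured in every group, from 43.5 ± 5.10 in aged iNKT1 to 177 ± 17.6 in aged iNKT2p cells. Ccr6, another chemokine receptor gene, was at 72.3 ± 4.48 in young and 106 ± 9.83 in aged iNKT17 cells, at 4.82 ± 0.798 in aged iNKT2p cells, and at 0 in the other groups. Of 18 genes of myeloid and dendritic cells in the table, 5 passed the filter and 0 were called with age in any subset by limma or by edgeR. At an unadjusted p under 0.05, 3 of them were lower in iNKT1 and 1 was higher in iNKT17 cells. Their median log2 fold change was −2.92 in iNKT1 cells (camera, adjusted p = 0.0458; adjusted p = 0.275 with an estimated correlation), which did not pass without library N0802 (where 1 gene was lower in limma), N0803, N0805, N0806, N0808 or N0810. It was 1.07 in iNKT2p (camera, adjusted p = 0.626) and 1.74 in iNKT17 cells (adjusted p = 0.106). The former was −0.48 without N0812 and 2.61 without N0809, and the latter 0.45 without N0804. None of the 8 B cell and 8 erythroid genes passed the filter. Of the 2 regulatory T cell genes that passed, Ikzf2, which is also expressed outside regulatory T cells, fell in iNKT1 cells by 1.43 (standard error 0.27, adjusted p = 0.0141). The medians of the regulatory T cell list were −0.58, −0.06 and −0.21 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.457, 0.805 and 0.610). Genes of epithelial cells stood apart in 3 of the 6 libraries of young mice. Krt8, a keratin of simple epithelia, was at 424 in young iNKT1 library N0805, 54.1 in young iNKT17 library N0807, 41.7 in young iNKT2 library N0806 and 3.23 in the library with the next highest value. In the same 3 libraries, Eif2s3y of the Y chromosome was at 96.2, 6.10 and 5.69, although all mice were female. Of 3 thymic epithelium genes that passed the filter, Epcam, an adhesion molecule gene, fell in iNKT1 cells by 3.55 (standard error 0.84, adjusted p = 0.0374), a call lost in 14 of 26 alternatives, among them leaving out library N0805. The medians of the 3 genes were −3.55, −0.98 and −1.12 (camera, adjusted p = 0.0610, 0.557 and 0.316), and −2.08 in iNKT1 cells without N0805. That in iNKT2p cells was 0.39 without N0806 and −1.92 without N0803.

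**Figure D1:**
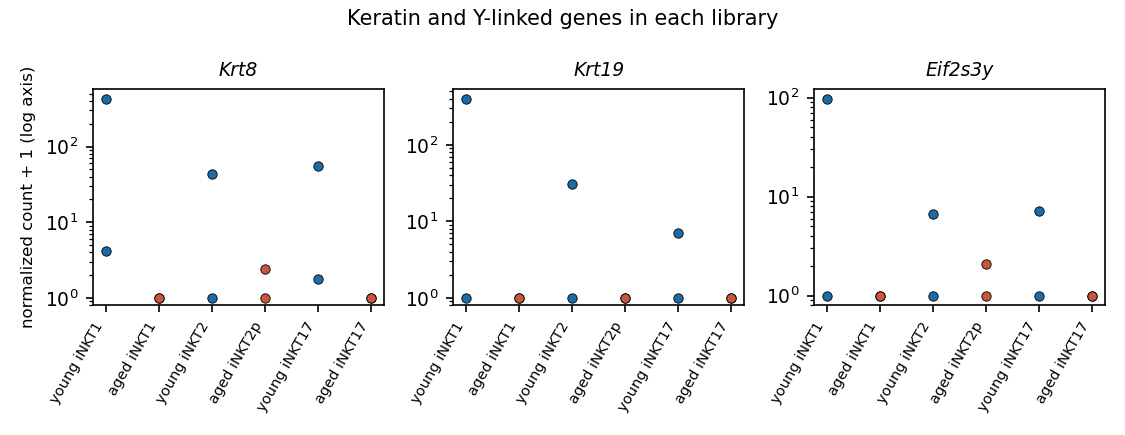
Normalized counts + 1 (log axis) of Krt8, Krt19 and Eif2s3y in each of the 12 libraries, grouped by age and subset; each point is 1 library (blue, young adult; red, aged). Krt19 reached 398 in young iNKT1 library N0805.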

**Figure 1:**
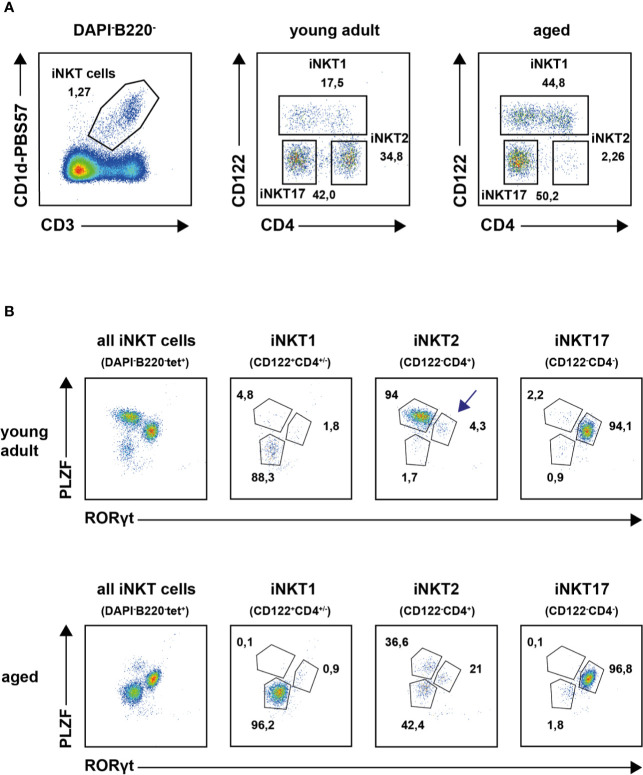
Thymic invariant natural killer T (iNKT) subsets in young adults and aged mice. **(A)** Representative plots illustrating thymic iNKT subset composition in young adult and aged BALB/c mice following application of the indicated gates. **(B)** Representative plot showing transcription factor staining of tet^+^ thymic iNKT cells (left panels) and of iNKT subsets as defined by surface markers CD122 and CD4 from young adult (upper panel) or aged (lower panel) BALB/c mice. Average frequencies are given for cells in the indicated gates derived from analysis of four young adult and five aged animals.

### Expression of Signature Genes in Young Adult and Aged Invariant Natural Killer T Subpopulations

RNA sequencing revealed that the number of reads for signature genes specifying iNKT1 cells (*Tbx21*, *Fgl2, Klra3, Slamf7*, and others, see **Figure 2** and **Supplementary Table S1A**) were uniformly high in iNKT1 and very low for iNKT2 and iNKT17 cells in young adult as well as aged cells. 

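Tbx21, which encodes the transcription factor TBET of type 1 lymphocytes, was at 1569.6 ± 13.6 (SD, n = 2) in young and 2044 ± 175 in aged iNKT1 cells. In young iNKT2 and iNKT17 cells it was at 90.0 ± 13.5 and 16.1 ± 2.25, and young iNKT1 cells exceeded them by log2 4.12 (standard error 0.40, adjusted p = 3.36e-05) and 6.53 (standard error 0.40, adjusted p = 8.97e-07) in limma. Fgl2, a secreted fibrinogen-like protein, was at 6899 ± 659 and 5829 ± 234 in young and aged iNKT1 cells, and its highest value elsewhere was 11.3 ± 9.94 in aged iNKT2p cells. Slamf7, a receptor of the SLAM family, was at 1284 ± 418 in young and 1619.9 ± 73.8 in aged iNKT1 cells, with 0 in young iNKT2 cells. Klra3, which encodes an inhibitory Ly49 receptor, was at 1928 ± 39.7 and 1951 ± 235 in young and aged iNKT1 cells and at 61.1 ± 20.9 in young iNKT2 cells. Klra genes are close copies of each other, so reads may be split between them. In young mice, 263 genes specified iNKT1 cells, with a log2 fold change of at least 2 and an adjusted p under 0.05 over both other subsets. In aged mice, 206 genes did so.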

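Of the 263 genes specific to young iNKT1 cells, 3 rose with age, 48 fell and 212 were not called. The transcription factor gene Tbx21 had a log2 fold change of 0.38 (standard error 0.40, adjusted p = 0.572), and Klra3 had 0.01 (adjusted p = 1.00). Among the genes that fell were Gzma and the thymocyte genes Rag1, Dntt, Ctsl, Cd8a and Cd8b1. Of the 263 genes, 71.9% stayed within a change of 2.5 fold and 74 lay outside it, with a mean absolute log2 fold change of 1.27. Of 29 iNKT1 markers fixed beforehand, Gzma fell in iNKT1 cells and 28 were not called, and 0 passed when adjusted over the list alone (without library N0802, 2 rose and 2 fell). Their median log2 fold change was 0.01, whereas the direction of camera was down (adjusted p = 1.000). The median over the 263 genes was −0.06, with an SD of 0.09 between the aged libraries. It was 0.09 when genes were chosen with 1 young library and measured with the other, since choosing genes by their young values pulls the change down. Without library N0802 the median was −0.58.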

Moderate age-related divergences in read counts were observed regarding some but not all signature genes yet these differences were less than 2.5 fold and for the most part statistically not significant.

**Figure 2:**
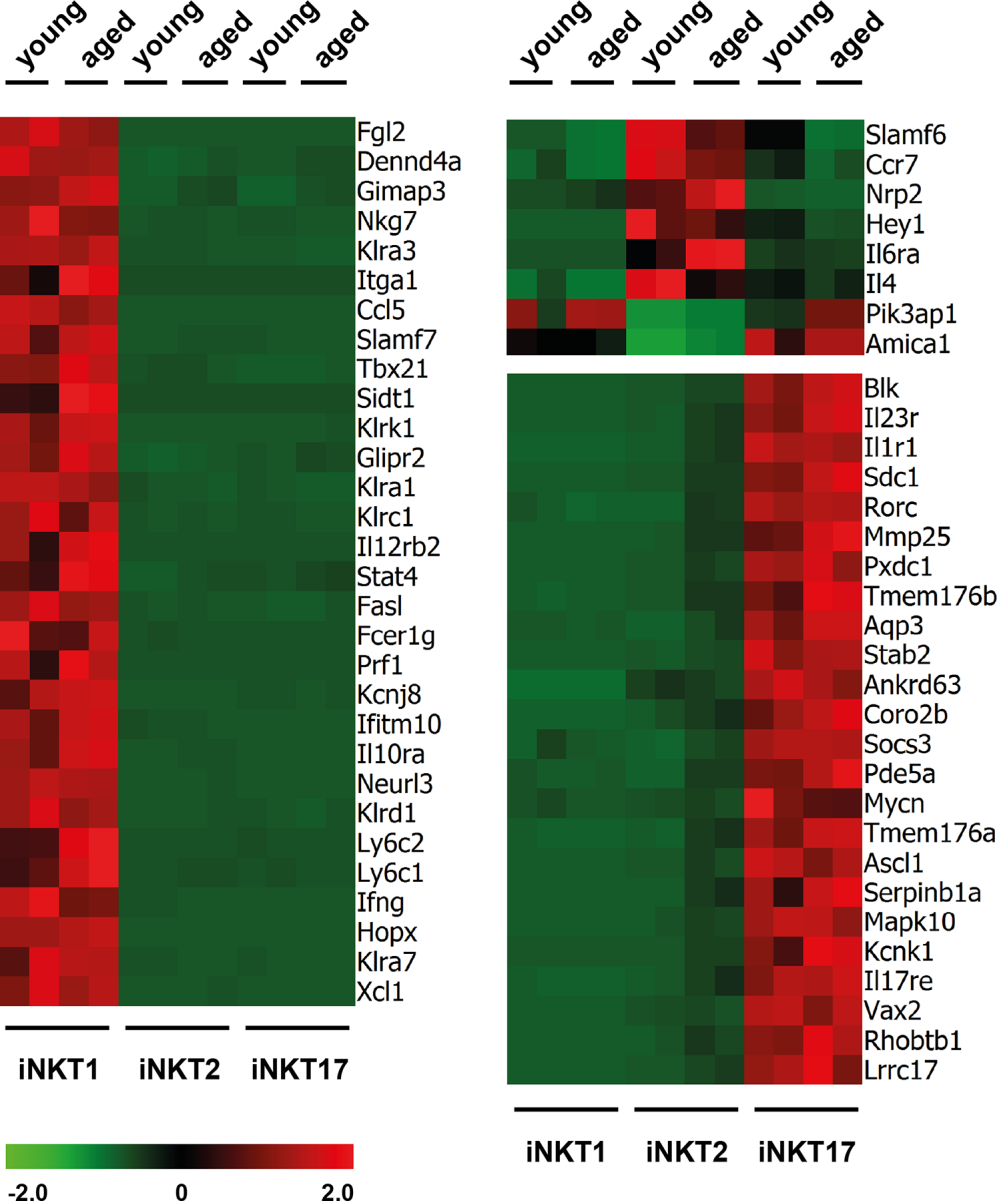
Expression of signature genes in invariant natural killer T (iNKT) subsets from young adults and aged mice. Heat maps depicting genes upregulated (red) or downregulated (green) in thymic iNKT1, 2 and 17 cells from young adult or aged BALB/c mice. Data from two independent experiments are shown as described in the text and *Materials and Methods*.

Similarly, most iNKT17 signature genes were also expressed exclusively and uniformly high in young and aged iNKT17 cells (**Figure 2**) but their expression was also found to some extent in aged (but not young) iNKT2p cells reflecting the 10% sort impurity mentioned before (for example *Rorc*, *Sdc1*, *Il23r*, and others, **Supplementary Table S1A**). 

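Sdc1, the surface proteoglycan syndecan-1, was at 3460.2 ± 115 (SD, n = 2) in young and 4782 ± 389 in aged iNKT17 cells. It rose from 76.2 ± 2.13 in young iNKT2 to 536 ± 5.75 in aged iNKT2p cells, a log2 fold change of 2.80 (standard error 0.57, adjusted p = 0.0265) in limma. Il23r, the receptor of the cytokine IL23, rose from 74.3 ± 3.23 to 544 ± 89.1 in the same comparison (log2 fold change 2.84, adjusted p = 0.00100), and its age change in iNKT17 cells was lower than this one, with a difference of −2.44 (standard error 0.39, adjusted p = 0.0408). Of the 14 iNKT17 markers that passed the filter, 7 rose in iNKT2p cells (12 when adjusted over the list alone) and 0 fell, with Il23r, Il1r1, Sdc1, Aqp3, Tmem176a and Serpinb1a among those that rose. The number that rose went from 1 (without N0812) to 11 (without N0802) with 1 library left out. Their median log2 fold change there was 2.58 (camera, adjusted p = 5.89e-12; adjusted p = 0.0848 with an estimated correlation). In iNKT17 cells themselves 0 of the 14 were called by limma or edgeR, 0 had an unadjusted p under 0.05, and the median was 0.36 (camera, adjusted p = 0.0998). In iNKT1 cells the median of the list was −0.07 (camera, adjusted p = 0.646), and 3 genes rose and 1 fell without library N0802. Over 116 genes specific to young iNKT17 cells, the excess of aged iNKT2p over young iNKT2 cells was a median of 8.57% of that of aged iNKT17 cells in library N0809 and 11.2% in N0812, a mean of 9.88% ± 1.85 (SD, n = 2). Of 163 genes specific to young iNKT17 cells, 1 rose and 0 fell in iNKT17 cells with age, and 85.9% stayed within 2.5 fold. Of 27 alternatives, 10 lost the call of Sdc1 in iNKT2p cells, leaving out library N0803, N0809 or N0812 among them.

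**Figure D2:**
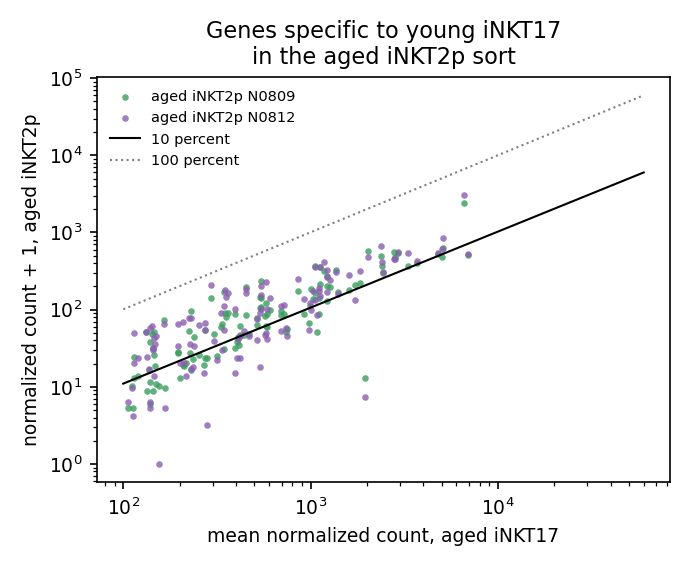
Genes specific to young iNKT17 cells: normalized count in each aged iNKT2p library (N0809 and N0812) against the mean of the aged iNKT17 libraries, both on log axes; each point is 1 gene. The solid line marks 10 percent and the dotted line 100 percent of the aged iNKT17 value, and most genes lie near the solid line.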

We confirmed earlier observations that *Blk* coding a tyrosine-protein kinase is expressed highly and specifically in iNKT17 cells therefore representing a novel iNKT17 marker (12). 

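Blk lies on chromosome 14 of mm10, 63372837 to 63417187, and encodes a tyrosine kinase of the Src family. It was at 5571 ± 718 (SD, n = 2) in young and 6904 ± 398 in aged iNKT17 cells, against 75.3 ± 13.9 in young iNKT2 and 3.23 ± 4.56 in young iNKT1 cells. Young iNKT17 cells exceeded young iNKT2 cells by log2 6.20 (standard error 0.71, adjusted p = 2.47e-04) in limma. The difference of young iNKT1 from young iNKT17 cells was −10.99 (standard error 0.71, adjusted p = 1.31e-06). In aged iNKT2p cells Blk was at 515 ± 15.4. The log2 fold change from young iNKT2 was 2.77 (adjusted p = 0.0585), with adjusted p = 7.38e-04 in edgeR and 4.79e-15 to 0.300 over its alternatives.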

*Blk* was shown to be of importance for the generation of IL17 producing γδT cells (26) suggesting that BLK might also be important for iNKT17 cell biology. However, upon investigation of *Blk* deficient mice, we failed to detect any impact on the frequency of iNKT cells or their capacity to produce the key cytokines IFNγ, IL4, and IL17, respectively (**Supplementary Figure S2**).

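In young mice 52 genes specified iNKT2 cells over both other subsets, against 263 for iNKT1 and 163 for iNKT17 cells. Il6ra, a subunit of the IL6 receptor, was at 496 ± 169 (SD, n = 2) in young iNKT2, 108 ± 56.8 in young iNKT17 and 0.538 ± 0.761 in young iNKT1 cells. Ccr7, a homing receptor gene, was at 633 ± 30.4, 145 ± 28.5 and 62.3 ± 53.2 in these groups. Slamf6, a receptor of the SLAM family, was at 1007 ± 11.8, 385 ± 4.23 and 162 ± 6.68 in the same order. The log2 difference of young iNKT17 from young iNKT2 cells was −1.39 (standard error 0.19, adjusted p = 8.20e-04) for Slamf6 and −2.25 (standard error 0.53, adjusted p = 0.0241) for Il6ra in limma. For Ccr7 it was −2.14 (standard error 0.89, adjusted p = 0.236) and did not pass. Without library N0803, 13 genes specified young iNKT2 cells.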

In agreement with earlier observations, the number of reliable signature genes specifying iNKT2 cells is much lower when compared to iNKT1 and iNKT17 cells (e.g., *Ccr7*, *Il6ra*, *Slamf6*, **Figure 2** and **Supplementary Table S1A**). Therefore, we also included in the heat map some genes that were expressed by iNKT1 and iNKT17 cells but not iNKT2 cells (e.g., *Pik3ap1*, **Figure 2**). 

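Pik3ap1, which encodes an adaptor of PI3 kinase, was at 523 ± 402 (SD, n = 2) in young iNKT1 and 261 ± 11.6 in young iNKT17 cells, and at 3.32 ± 2.01 in young iNKT2 cells. Young iNKT1 and iNKT17 cells exceeded young iNKT2 cells by log2 6.76 (standard error 0.47, adjusted p = 3.87e-06) and 6.01 (standard error 0.47, adjusted p = 2.15e-05) in limma. In aged iNKT2p cells Pik3ap1 was at 61.1 ± 5.06, and it rose from young iNKT2 by 3.93 (standard error 0.47, adjusted p = 0.00303). With the iNKT17 share of 8.57% in N0809 and 11.2% in N0812 taken out, the log2 fold change was −2.03 (standard error 0.51), so no rise remained. Aged iNKT1 and iNKT17 cells had 875 ± 5.23 and 750.5 ± 2.72.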

Our data would also indicate that *Nrp2* (neuropilin 2) may serve as a new marker for iNKT2 cells. 

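Nrp2, on chromosome 1 of mm10, 62703317 to 62815637, encodes neuropilin 2, a receptor for semaphorins and vascular endothelial growth factors. It was at 599.9 ± 31.1 (SD, n = 2) in young iNKT2, 65.6 ± 9.09 in young iNKT1 and 24.1 ± 9.33 in young iNKT17 cells. In aged mice it was at 1035 ± 192 in iNKT2p, 122 ± 30.2 in iNKT1 and 1.94 ± 2.75 in iNKT17 cells. The log2 difference from young iNKT2 cells was −3.18 (standard error 0.60, adjusted p = 0.00337) for young iNKT1 and −4.63 (standard error 0.60, adjusted p = 5.83e-04) for young iNKT17 cells in limma. With age Nrp2 fell in iNKT17 cells by 3.46 (standard error 0.60, adjusted p = 0.0141), a call lost in 7 of 27 alternatives, among them the DNase-treated library in place of the untreated one. In iNKT2p cells its log2 fold change was 0.77 (adjusted p = 0.499).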

Neuropilin-2 was shown to be involved in diverse immune relevant activities (27). It is expressed by other T cell subsets as well as macrophages and DC. It was evident that the fluctuations in the read counts comparing expression of iNKT-specific genes in young adult *versus* aged cells was high in case of iNKT2p cells. This may be attributed to the heterogeneity of the aged iNKT2p cells but in essence, the iNKT2 signature genes used to demarcate young adult iNKT2 cells continued to define also aged iNKT2p cells (**Supplementary Table S1A**). However, based on their expression pattern regarding PLZF/RORγt, it appeared that the subpopulation of PLZF^lo^RORγt^lo^ cells represent iNKT1-like cells. Yet we failed to detect expression of typical iNKT1 signature genes among aged iNKT2p cells (**Supplementary Table S1A**). 

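Genes specific to young iNKT2 cells had a mean absolute log2 fold change of 0.78 between young iNKT2 and aged iNKT2p cells, and those specific to iNKT17 cells 0.74 in iNKT17. Of the 52 iNKT2 genes, 1 rose, 1 fell and 50 were not called, and 41 still specified aged iNKT2p cells over both other subsets. Zbtb16, which encodes PLZF, was at 4591 ± 1263 (SD, n = 2) in young iNKT2 and 5596 ± 405 in aged iNKT2p cells. The cytokine gene Il4 was at 285 ± 31.3 and 126 ± 14.2, and Izumo1r, the folate receptor 4 of T cells, was at 2322 ± 355 and 1548 ± 13.8. Of 12 iNKT2 markers fixed beforehand, 0 were called in iNKT2p cells by limma, and 1 higher and 0 lower by edgeR; at an unadjusted p under 0.05, 1 was higher and 2 were lower, as many as limma called without library N0802. Their median was 0.08, whereas the direction of camera was down (adjusted p = 0.769). In iNKT17 cells Slamf6, Izumo1r and Nrp2 of this list fell (5 genes when adjusted over the list alone; 1 (without N0804) to 4 (without N0802) with 1 library left out), with a median of −1.22 (−0.75 without N0810; camera, adjusted p = 1.10e-05; adjusted p = 0.118 with an estimated correlation). In iNKT1 cells Ccr7, Slamf6 and Izumo1r fell and Zbtb16 rose, with a median of −0.55 (camera, adjusted p = 0.557). It was 0.42 without library N0802, with 4 genes higher and 4 lower, and −0.33 without N0805, with 2 lower. Of the 52 genes, 82.7% stayed within a change of 2.5 fold and 9 lay outside it, with a median log2 fold change of −0.14. The median was −0.01 when genes were chosen with 1 young library and measured with the other, and −0.73 without library N0806.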

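The cytokine gene Ifng of type 1 cells fell from 7.57 ± 0.0123 (SD, n = 2) in young iNKT2 to 0 in aged iNKT2p cells (limma, adjusted p = 0.0248), a call lost in 10 of 27 alternatives. Tbx21 was at 71.0 ± 47.1 in aged iNKT2p cells. Itga1, an integrin of tissue-resident lymphocytes, rose from 0.946 ± 1.34 to 16.4 ± 4.18 (log2 fold change 3.34, adjusted p = 0.0326), against 3007 ± 158 in aged iNKT1 cells. Slamf7 rose to 11.2 ± 0.852 (log2 fold change 3.61, adjusted p = 0.0113), and Stat4, a signal transducer of IL12, rose from 10.9 ± 3.37 to 64.5 ± 10.9 (log2 fold change 2.48, adjusted p = 0.00311). Of the 263 genes specific to young iNKT1 cells, 20 rose in iNKT2p cells, 4 fell and 239 were not called in limma. Among the 20 were the thymocyte genes Rag1, Dntt, Ctsl, Cd8a and Cd8b1. Over these 263 genes, aged iNKT2p cells held a median of 9.28% of the aged iNKT1 value, and young iNKT2 cells 7.04% of the young iNKT1 value. Of the 29 fixed iNKT1 markers, Klrb1c, Stat4, Slamf7, Il18rap and Bhlhe40 rose in iNKT2p cells and Ifng fell. From 0 (without N0812, 6 at an unadjusted p under 0.05) to 5 (without N0802) rose in limma with 1 library left out, and 3 fell without N0802. The median was −0.46 (camera, adjusted p = 0.668). With the iNKT17 share of 8.57% in N0809 and 11.2% in N0812 taken out of the iNKT2p values, Klrb1c, Il18rap and Bhlhe40 lost their call. The call of Itga1 was lost in 13 of 27 alternatives, that of Slamf7 in 6, leaving out library N0803, N0809 or N0812 among them, and that of Stat4 in 2, such as leaving out N0812.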

A parallel detection of several surface markers and transcription factors along with determination of the cytokine production pattern upon stimulation revealed that the PLZF^lo^RORγt^lo^ cells expressed TBET yet at a lower level than bona fide iNTK1 cells (**Supplementary Figure S3A**, blue histograms). In addition, these cells produce IFNγ upon stimulation with PMA/ionomycin (**Supplementary Figure S3B**, blue plots). Thus, the aged tet^+^CD122^−^CD4^+^PLZF^lo^RORγt^lo^ cells may represent precursor iNKT cells in a transitory stage. Alternatively, these cells may represent a separate iNKT cell population coming into existence preferentially in the environmental conditions of an aged thymus. Along this line, the tet^+^CD122^−^CD4^+^PLZF^int^RORγt^+^ cells do not represent bona fide iNKT17 cells. They may simply be iNKT17 variants that upregulated CD4 expression now being present in the CD122^−^CD4^+^ iNKT2 gate. Vice versa they could comprise more immature iNKT17 cells that develop into mature iNKT17 cells but still possess surface CD4. Possibly, this iNKT17-like population already exists among young CD122^−^CD4^+^ iNKT2 cells (see arrow in **Figure 1B**, upper panel) but is visible much better in older thymus when the number of bona fide iNKT2 cells decreased dramatically. Notably, we already detected earlier that a small fraction of iNKT2 cells sorted from young adult BALB/c thymus and stimulated *in vitro* with PMA/ionomycin expressed IL17, the key iNKT17 cytokine (12). The hypothesis that tet^+^CD122^−^CD4^+^PLZF^int^RORγt^+^ cells represent immature iNKT17 cells was corroborated by the finding that they are CD138^+^ and produce IL17 upon stimulation (**Supplementary Figures S3A, B**, red histograms and plots) while a larger proportion of them was IL17RB^+^ as compared to bona fide iNKT17 cells. Based on the intricacies regarding the nature and origin of the iNKT2p subpopulations, an unambiguous identification of age-related changes in the expression of iNKT2 specific genes appeared less plausible. Therefore, we restricted further analyses deciphering age-dependent expression of distinct genes to iNKT1 and iNKT17 cells. Nevertheless, analysis of iNKT1 and iNKT17 relevant genes necessitated including iNKT2 cells wherefore we provide data when appropriate (see **Figures 3** and **4** and list of genes presented in the **Supplementary Tables**).

**Figure 3:**
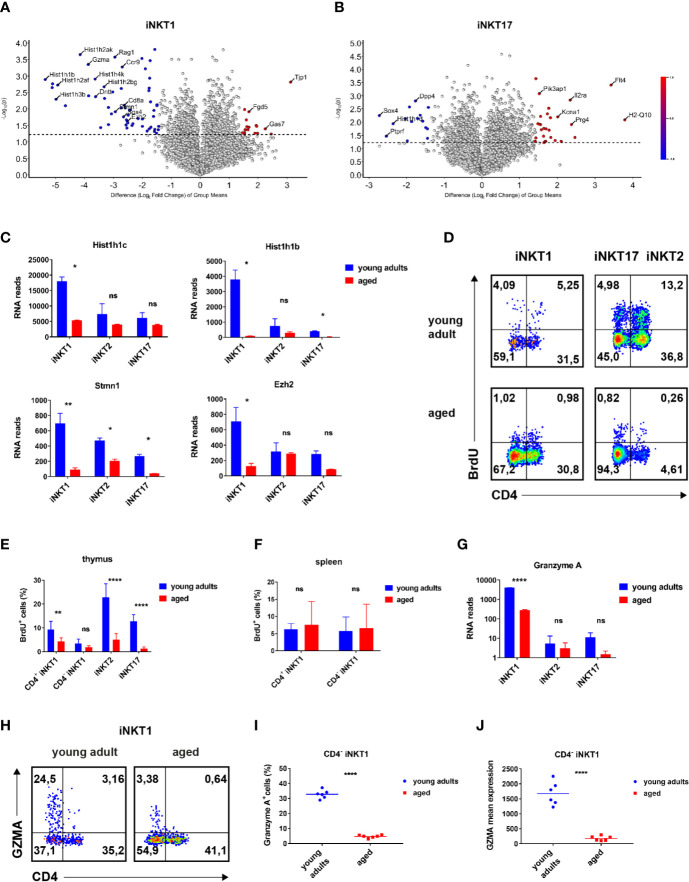
Age-dependent expressed genes iNKT1 and iNKT17 cells. **(A, B)** Volcano plots illustrating genes upregulated (red dots to the right) or downregulated (blue dots to the left) in thymic iNKT1 and iNKT17 cells from aged BALB/c mice when compared to young adults (fold change ≥2.83, p value <0.05; otherwise genes are represented by shaded dots). Data source as in **Figure 2**. **(C)** *Hist1h1c* and *Hist1h1b* RNA reads (mean ± sd) in thymic iNKT subsets. **(D–F)** BrdU detection at day 5 following BrdU administration *in vivo*. Gating strategy as indicated in **Figure 1A**. **(D)** Representative flow cytometry plots of BrdU levels in thymic iNKT subsets as indicated. **(E, F)** Summary of BrdU levels (mean ± sd) in thymic and splenic iNKT cells. Data were from two independent experiments with four young adult and four aged mice each. **(G)** *Gzma* RNA reads (mean ± sd) in the indicated thymic iNKT subsets. Data source as in **Figure 2**. **(H–J)** Analysis of granzyme A expression. Gating was done as shown in **Figure 1A**. **(H)** Representative flow cytometry plots showing granzyme A expression in thymic iNKT1 cells. **(I, J)** Granzyme A^+^ cell frequencies and mean expression among thymic CD4^−^ iNKT1 cells. Data were summarized from two independent experiments analyzing three young adult and three aged mice each. Two-way ANOVA followed by Sidak’s multiple comparisons test were performed in **(C)**, **(E, G)**. Unpaired t test was performed in **(I, J)**. *p < 0.05, **p < 0.01, ****p < 0.0001, ns, not significant.

**Figure 4:**
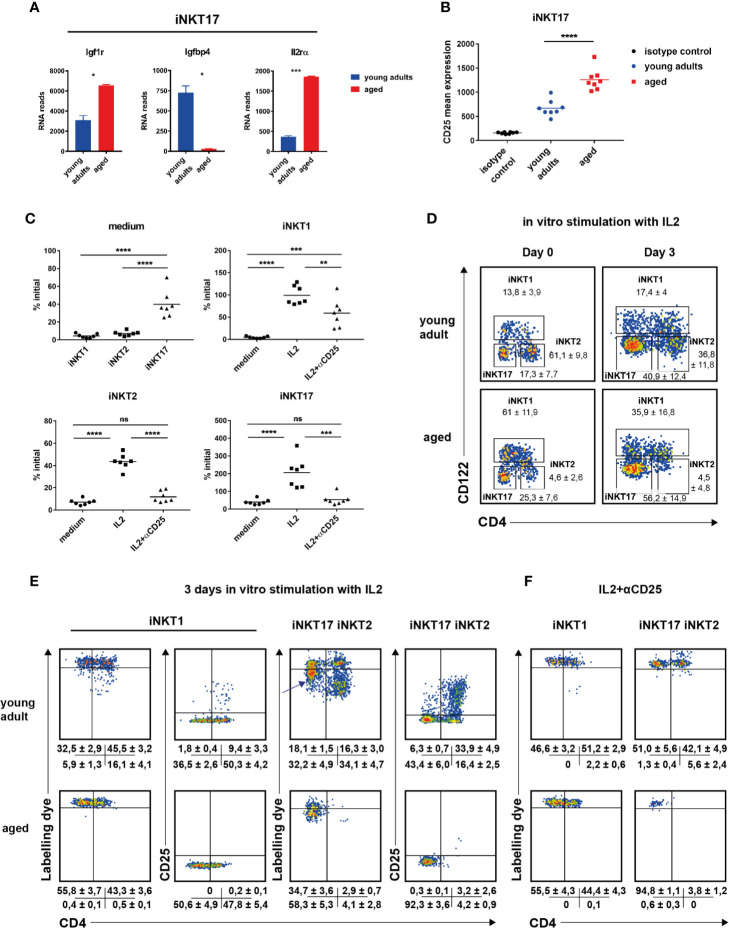
The role of IL2 in invariant natural killer T (iNKT) cell homeostasis. **(A)** *Igf1r*, *Igfbp4*, and *IL2ra* RNA reads (mean ± sd) in thymic iNKT17 cells from young adult and aged BALB/c mice. Data source as in **Figure 2**. **(B)** CD25 mean expression in thymic iNKT17 cells from young adult and aged BALB/c animals determined by flow cytometry. Gating as shown in **Figure 1A**. Data are collected from four independent experiments. Each dot represents data from one animal. **(C–F)** *In vitro* effects of recombinant IL2. Sorts and stains to obtain labeled iNKT cells were done as described in *Materials and Methods*. **(C)** Shown are % of initial cell numbers (day 0) on day 3 in medium or in the presence of IL2 ± anti CD25 antibody (αCD25). Data were collected from seven independent experiments (dots). **(D)** Representative flow cytometry plots of iNKT cells from young adult and aged BALB/c thymus on day 0 and day 3 after stimulation with IL2. Average frequencies (± SD) are given summarizing seven (aged) and eight (young adult) experiments. **(E, F)** Representative flow cytometry plots of the indicated iNKT subpopulations as gated in **(D)** showing distribution of cell tracker dye and CD25 levels on day 3 after stimulation with IL2 ± αCD25. Shown are the average frequencies for cells in the corresponding gates (± SD) underneath of each panel summarizing 5–7 independent experiments. Unpaired t test was performed in **(A)**. One-way ANOVA followed by Tukey’s multiple comparisons test were performed in **(B, C)**. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns, not significant.

### Genes Displaying an Age-Dependent Expression Pattern

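At the thresholds of the volcano plots, a change of more than 2.83 fold and an unadjusted p under 0.05, 925 genes differed with age in iNKT1 cells, 419 higher and 506 lower. In iNKT17 cells 457 differed, 111 higher and 346 lower, and in iNKT2p cells 522, 373 higher and 149 lower. The p-values are from limma over the 12 libraries. With a test of 2 against 2 libraries that shares no variance between genes, 330 genes passed in iNKT1 and 259 in iNKT17 cells, and with a normalized count of at least 50 in 2 libraries 577 passed in iNKT1 cells. Leaving out library N0802 gave 1870 in iNKT1 cells, 1151 higher and 719 lower.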

In order to identify genes that are regulated in an age-dependent manner, we focused on genes that were expressed to a statistically significant and also to a substantially different degree in iNKT1 and iNKT17 cells depending on their age (volcano plots **Figures 3A, B**: >2.83 fold expression difference = 1.5 in log scale axis; significance level p < 0.05). Please note that for the sake of clarity, the list of exemplary genes in **Supplementary Table S1B** only encompasses genes with a >4 fold difference in expression between young adult and aged cells.

### iNKT1 Cells

A global survey of genes expressed by iNKT1 cells revealed that the number of significantly regulated genes is low (volcano plot, **Figure 3A**). However, a bias exists since more genes appear down-regulated whereas a prominent up-regulation upon aging was observed only for *Tjp1* (Tight Junction Protein ZO-1, **Figure 3A**; **Supplementary Table S1B**). It is unlikely that ZO-1 will enable iNKT1 cells to form classical tight junctions because the cells do not express genes coding for required accessory proteins like claudins (*Cldn1*, *Cldn2*) or occluding (*Ocln*) (28). 

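In aged iNKT1 cells 362 genes fell and 251 rose at an adjusted p under 0.05 in limma, of 11530 tested. At an unadjusted p under 0.05, 1317 fell and 1684 rose. Hist1h2bm, a histone H2B gene, fell from 2656 ± 1865 (SD, n = 2) to 38.4 ± 13.1, a log2 fold change of −5.91 (standard error 0.53, adjusted p = 7.57e-05). Pbk and Bub1, which encode kinases of mitosis, fell by 5.44 (adjusted p = 0.00122) and 5.28 (adjusted p = 0.0128). Prg4, which encodes the lubricating proteoglycan lubricin, rose from 4.84 ± 6.85 to 87.6 ± 7.33 (log2 fold change 4.76, adjusted p = 0.00594), and the glycosyltransferase gene B3galt2 from 4.84 ± 6.85 to 60.7 ± 29.4 (log2 fold change 4.15, adjusted p = 0.0270). The call of B3galt2 was lost in 11 of 27 alternatives. In iNKT17 cells 57 genes rose and 122 fell, and in iNKT2p cells 246 rose and 93 fell. Common to all 3 subsets were 8 genes that fell, among them Stmn1, Igfbp4 and H2afx, and 15 that rose, such as Ahnak, Plcg1 and Trio. Of the 15, Ahnak, Trio and Ehbp1l1 lost their call in iNKT2p cells with the iNKT17 share taken out of the iNKT2p values. Genes with transcripts up to 500 nt had a median log2 fold change of −0.15 in iNKT1, −0.59 in iNKT2p and −0.19 in iNKT17 cells, and those over 4000 nt 0.26, 0.31 and 0.16. Averaged over the 3 subsets, 1404 genes rose, with a median length of 1979 nt, and 1106 fell, with a median of 922.5 nt. The count in iNKT1 cells was 317 without library N0805 and 3715 without N0802. More genes rose than fell without N0802, N0803 or N0806. N0803 and N0806 hold iNKT2 cells and do not enter the iNKT1 fold changes, so there only the spread differed. With only the 4 libraries of a comparison, limma called 0 genes in iNKT1, 0 in iNKT2p and 4 in iNKT17 cells (1545, 2261 and 2552 at an unadjusted p under 0.05), and DESeq2 on the same 4 called 449, 772 and 1070.

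**Figure D3:**
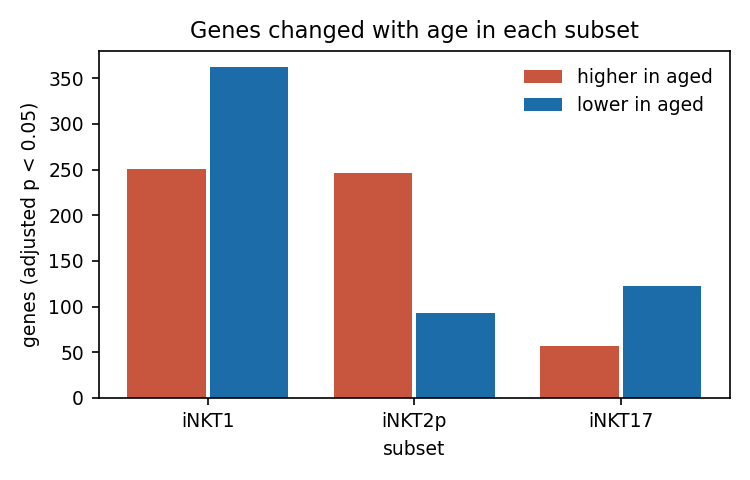
Number of genes that rose and fell with age at an adjusted p under 0.05 (limma) in each subset, as bars from 0. In iNKT1 cells 251 rose and 362 fell.

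**Figure D4:**
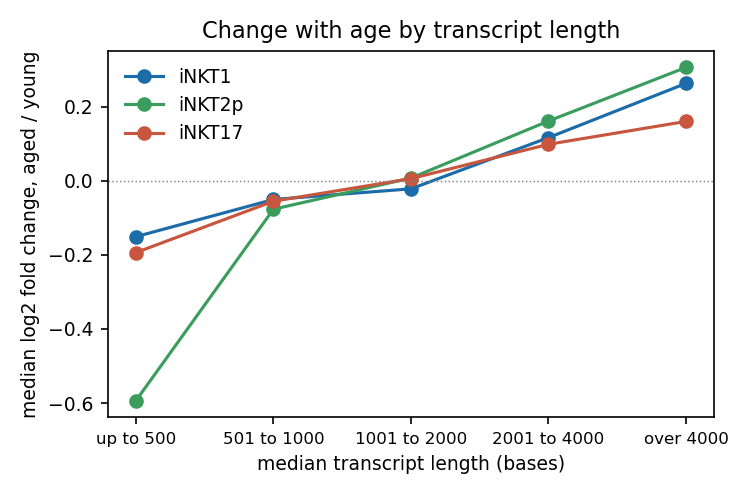
Median log2 fold change with age (y axis) by bin of transcript length in nt (x axis) for iNKT1, iNKT2p and iNKT17 cells; each line is 1 subset. Short transcripts lie below 0 and long ones above it in every subset.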

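Tjp1, on chromosome 7 of mm10, 65296165 to 65370836, encodes the scaffold protein ZO-1. It rose from 119 ± 13.3 (SD, n = 2) in young to 1031 ± 37.9 in aged iNKT1 cells, a log2 fold change of 3.11 (standard error 0.79, adjusted p = 0.0460) in limma. In the other subsets its highest value was 17.3 ± 13.9, in aged iNKT17 cells. The age change of Tjp1 did not pass the test of a difference between subsets, at 2.35 (standard error 1.12, adjusted p = 0.468) for iNKT1 minus iNKT2p and 2.71 (standard error 1.12, adjusted p = 0.589) for iNKT1 minus iNKT17. The call in iNKT1 cells was lost in 15 of 27 alternatives, 9 of which leave out 1 library.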

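Cldn2, a claudin gene, had 0 reads in all 12 libraries. Ocln, which encodes occludin, had 0 reads in aged iNKT1 cells and in library N0802 of young iNKT1 cells, but 155 normalized counts in library N0805 and 7.63 in young iNKT17 library N0807. Cldn1, another claudin gene, was at 25.9 in library N0805 and at 0.763 in N0807, the only libraries with reads. These are among the libraries with epithelial keratin reads. Of 11 tight junction genes in the table, 3 passed the filter. Tjp1 rose in iNKT1 cells and Tjp3 fell from 25.6 ± 5.72 (SD, n = 2) to 7.23 ± 0.701 (log2 fold change −1.68, standard error 0.33, adjusted p = 0.0175 in limma). The median of the 3 was 1.42 in iNKT1, 0.77 in iNKT2p and 0.40 in iNKT17 cells (camera, adjusted p = 0.640, 0.658 and 0.971), and 0.87 in iNKT1 without library N0805. It turned to −0.49 in iNKT2p cells without N0803 and to −0.47 in iNKT17 cells without N0813. The call of Tjp3 was lost in 7 of 27 alternatives, leaving out library N0805, N0808 or N0811 among them.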

ZO-1 may instead participate in the establishment of cytoskeleton-based structures like immune synapses. 

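Stmn1, on chromosome 4 of mm10, 134468320 to 134473403, encodes the microtubule-destabilising protein stathmin. With age it fell from 694 ± 134 (SD, n = 2) to 91.2 ± 23.4 in iNKT1, from 473 ± 31.4 to 204 ± 23.0 in iNKT2p and from 267 ± 25.8 to 37.5 ± 2.17 in iNKT17 cells. The log2 fold changes were −2.92 (standard error 0.25, adjusted p = 5.13e-05), −1.22 (adjusted p = 0.0265) and −2.80 (adjusted p = 3.16e-04) in limma. The age change in iNKT1 minus that in iNKT2p was −1.71 (standard error 0.35, adjusted p = 0.0382). The call in iNKT2p cells was lost in 9 of 27 alternatives, 5 of which leave out 1 library.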

Altered cytoskeletal dynamics upon aging were also indicated by the down-modulation of *Stmn1* observed in all iNKT subtypes (**Figure 3C**). Stathmin was shown to regulate microtubule organization in activated T cells (29). 

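Of the 55 replication-dependent histone genes that passed the filter, 51 fell in aged iNKT1 cells and 0 rose (54 fell when adjusted over the list alone). These genes package new DNA in S phase, and they made up 51 of the 362 genes that fell. Hist1h2af fell from 2295 ± 289.8 (SD, n = 2) to 75.8 ± 13.0, a log2 fold change of −4.91 (standard error 0.26, adjusted p = 4.57e-06) in limma, and Hist1h2an fell from 1342 ± 599 to 26.4 ± 2.80 (log2 fold change −5.54, adjusted p = 2.08e-05). The list was fixed beforehand, but the study picked this group on the same samples, so the count is not independent evidence of its direction. Histone genes are near copies of each other, and reads may be split between them. Genes of double-positive thymocytes fell in the same comparison, with a median of −2.95, and whether such cells added to the histone fall was not tested.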

Among the cluster of down-regulated genes many replication-dependent histone genes can be found (**Figure 3A**). Indeed, a more systematic check encompassing replication-dependent histone genes with highest read counts revealed that their expression was down-regulated in aged mice without any exception not only in iNKT1 but also in iNKT2p and iNKT17 cells (**Supplementary Table S2A**). However, the extent of down-regulation varies considerably. 

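The replication-dependent histone genes had lower mean values with age in all 3 subsets, with 55 of 55 log2 fold changes below 0 in each. In iNKT2p cells 10 of the 55 fell (32 when adjusted over the list alone) and in iNKT17 cells 26 fell (45 over the list alone), with 0 rising. With 1 library left out limma called 0 (without N0812, 18 at an unadjusted p under 0.05) to 20 (without N0802) in iNKT2p and 6 (without N0807) to 33 (without N0802) in iNKT17 cells. Their median log2 fold change was −3.61 in iNKT1, −1.18 in iNKT2p (−0.75 without N0803) and −2.05 in iNKT17 cells. Hist1h3c, a histone H3 gene, fell from 91.1 ± 13.6 (SD, n = 2) to 4.36 ± 2.05 in iNKT17 cells (log2 fold change −4.15, standard error 0.40, adjusted p = 4.69e-04 in limma). The histone H1 gene Hist1h1e fell in all 3 subsets, from 4659 ± 617 to 1406 ± 4.30 in iNKT1, from 2763 ± 607 to 1269.9 ± 91.1 in iNKT2p and from 2348 ± 329 to 1122 ± 33.6 in iNKT17 cells. The fall was larger in iNKT1 than in iNKT2p cells for 20 genes of the list, with a median difference of −2.35 (camera, adjusted p = 1.70e-37; adjusted p = 0.0785 with an estimated correlation). For the age changes themselves, camera gave adjusted p = 1.00e-58 in iNKT1, 8.99e-20 in iNKT2p and 3.98e-43 in iNKT17 cells, and adjusted p = 0.0684, 0.122 and 0.0684 with an estimated correlation. Transcripts of these genes are short, with a median of 539 nt, and the 78 ribosomal protein genes, which are short as well, had medians of −0.38, −0.80 and −0.54 in iNKT1, iNKT2p and iNKT17 cells. The first was −0.056 without library N0805 and −0.77 without N0802. The paper started from the histone genes among the down-regulated genes of iNKT1 cells in Fig. 3A, checked those with the highest read counts in each subset, and concludes that their expression was lower in aged mice in all of them.

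**Figure D5:**
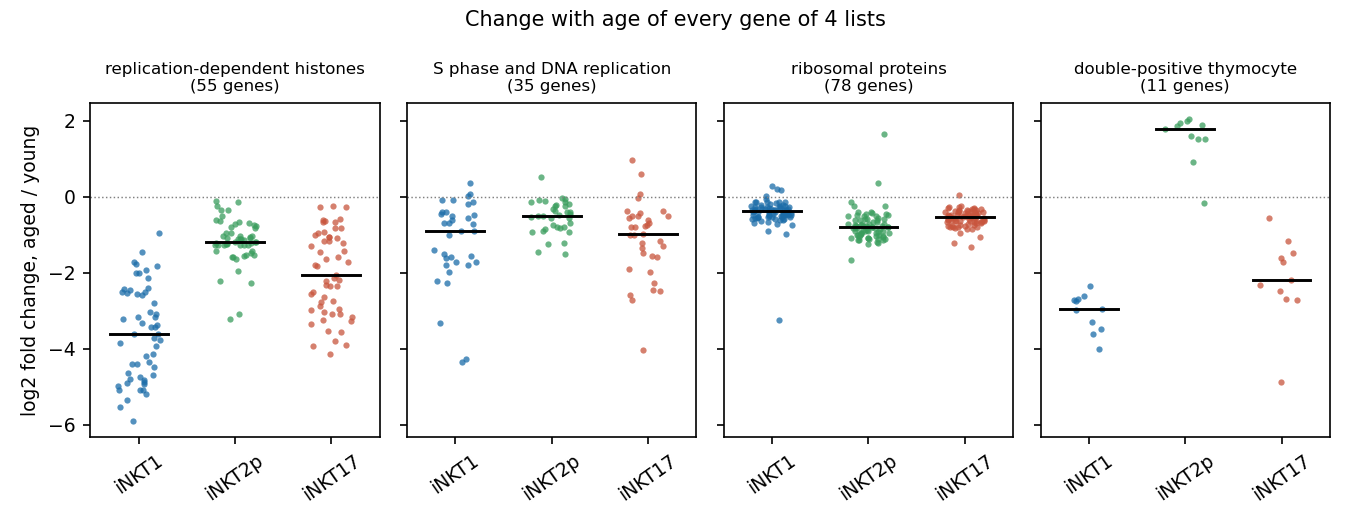
Log2 fold change with age (y axis) of every gene of 4 lists in iNKT1, iNKT2p and iNKT17 cells: replication-dependent histones (55), S phase and DNA replication (35), ribosomal proteins (78) and double-positive thymocyte genes (11). Each point is 1 gene and the black line is the median; the histones' median is −3.61 in iNKT1 cells.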

Whereas down-modulation was rather uniform and moderate in iNKT2p cells, the extent of regulation in iNKT1 cells is either comparable to that of iNKT2p cells (for example *Hist1h1c* and *Hist1h4d*) (30) or significantly more pronounced (for example *Hist1h1b*, **Figure 3C**; see also **Supplementary Table S2A**). 

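Hist1h1c, a histone H1 gene, fell in iNKT1 cells from 18050.3 ± 1366 (SD, n = 2) to 5307 ± 191, a log2 fold change of −1.76 (standard error 0.28, adjusted p = 0.00584) in limma. In iNKT2p cells it went from 7383 ± 3339 to 4061 ± 45.4 (log2 fold change −0.78, adjusted p = 0.142). Hist1h4d, a histone H4 gene, fell by 2.00 (adjusted p = 9.74e-04) in iNKT1 and by 1.42 (adjusted p = 0.0161) in iNKT2p cells. Hist1h1b, on chromosome 13 of mm10, 21779832 to 21780554, fell from 3794 ± 623 to 91.9 ± 8.35 in iNKT1 cells (log2 fold change −5.34, adjusted p = 2.08e-05) and was at 756 ± 464 and 292 ± 72.5 in iNKT2 and iNKT2p cells (log2 fold change −1.24, adjusted p = 0.0995). The age change in iNKT1 minus that in iNKT2p was −4.10 (standard error 0.56, adjusted p = 0.00471) for Hist1h1b, −0.98 (standard error 0.40, adjusted p = 0.380) for Hist1h1c and −0.58 (standard error 0.35, adjusted p = 0.601) for Hist1h4d. The call of Hist1h4d in iNKT2p cells was lost in 5 of 27 alternatives, and that of Hist1h1c in iNKT1 cells in 3.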

In the latter cases, also in iNKT17 cells down-regulation was higher than average. In contrast, average expression of replication-independent histone genes was found to be decreased only moderately in all aged iNKT subtypes (**Supplementary Table S2B**). 

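In iNKT17 cells Hist1h1b fell from 405 ± 18.9 (SD, n = 2) to 27.0 ± 11.2, a log2 fold change of −3.92 (standard error 0.39, adjusted p = 4.90e-04) in limma, against a median of −2.05 over the 55 histone genes. Of the 20 genes whose fall was larger in iNKT1 than in iNKT2p cells, Hist1h2af also fell more in iNKT17 than in iNKT2p cells, with a difference of −2.83 (standard error 0.36, adjusted p = 0.00830).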

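Of 8 replication-independent histone genes, which supply chromatin outside S phase, 3 fell in iNKT1 cells and 0 in iNKT2p and iNKT17 cells (6, 2 and 0 when adjusted over the list alone). With 1 library left out limma called 0 (without N0808, 5 at an unadjusted p under 0.05) to 5 (without N0802) in iNKT1 cells, and without N0802 also 3 in iNKT2p and 1 in iNKT17 cells. H2afz fell from 1249.6 ± 148 (SD, n = 2) to 546 ± 38.3 in iNKT1 cells (log2 fold change −1.19, standard error 0.24, adjusted p = 0.0203 in limma), and H3f3b from 3166 ± 377 to 1693 ± 136 (log2 fold change −0.90, adjusted p = 0.0352). H2afv, the third, is called at an adjusted p = 0.0497 and lost in 20 of 27 alternatives. H3f3a, which encodes the same protein as H3f3b, was at 418 ± 149.7 and 264 ± 12.1 (log2 fold change −0.61, adjusted p = 0.163). In iNKT2p and iNKT17 cells edgeR called 0 as well, and at an unadjusted p under 0.05, 4 genes were lower in each. The median log2 fold change was −0.74, −0.49 and −0.57 in iNKT1, iNKT2p and iNKT17 cells. In camera the adjusted p was 5.18e-04, 0.0118 and 0.00479, and adjusted p = 0.0811, 0.122 and 0.118 with an estimated correlation. The list in iNKT2p cells did not pass without N0809, and its median there was −0.23 without N0803. Of 27 alternatives, 5 lost the call of H2afz and 10 that of H3f3b.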

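In young mice all 55 replication-dependent histone genes had their highest mean in iNKT1 cells, and for 52 of them iNKT2 cells came next and iNKT17 cells last. Their summed normalized counts were 103823 in iNKT1, 35373.9 in iNKT2 and 25323.9 in iNKT17 cells (means of 2 libraries). In limma, 41 genes were higher in iNKT1 than in iNKT2 cells and 47 higher than in iNKT17 cells, with medians of log2 1.79 and 2.59. Between iNKT17 and iNKT2 cells 0 of the 55 were called and the median was −0.65. For these 3 comparisons camera gave adjusted p = 3.97e-22, 1.68e-30 and 1.37e-07, and adjusted p = 0.0643, 0.0623 and 0.210 with an estimated correlation.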

Interestingly, expression strength of replication-dependent histone genes in young adults obeyed a simple ranking: iNKT1>iNKT2>iNKT17 (**Supplementary Table S2A**). This is in contrast to the assumption that iNKT1 and iNKT17 cells are matured (i.e., rather non-dividing cells) whereas iNKT2 cells encompass more immature cells (17). Therefore, propagation of iNKT cells was investigated *in vivo* by bromodeoxyuridine (BrdU) incorporation (**Figures 3D–F**). In young adult thymus, iNKT2 cells divided more vividly than iNKT17 cells (**Figures 3D, E**). iNKT1 cells showed the lowest level of propagation yet CD4^+^iNKT1 cells incorporated BrdU to a larger extent than CD4^−^iNKT1 cells. Thus, the expression of RNA coding for replication-dependent histone genes is not reflecting the actual propensity of the corresponding iNKT subpopulations to propagate. Still, in accordance with the RNA sequencing data, the degree of cell division was substantially reduced in aged thymic iNKT cells. Remarkably, levels of BrdU incorporation into iNKT1 cells of spleen were slightly above 5% resembling those observed in thymus but were age-independent (**Figure 3F**, data for iNKT2 and 17 cells in spleen were too inconsistent due to the low frequencies of these cells). In all, the BrdU data shown here fit to the current view that iNKT1 cells are mostly quiescent whereas iNKT2 cells encompass the largest fraction of cycling cells with the iNKT17 cells somewhere in between (11).

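Of 10 granzyme genes, which encode serine proteases of cytotoxic granules, 4 passed the filter. Apart from Gzma and Gzmb, these were Gzmc, at 49.2 ± 19.4 (SD, n = 2) in young and 16.7 ± 5.57 in aged iNKT1 cells, and Gzmm, at 21.4 ± 9.31 and 14.6 ± 0.565. Gzmd, Gzme, Gzmf, Gzmg and Gzmn had 0 reads in all 12 libraries, and Gzmk reached 1.61 ± 2.28 in young iNKT1 cells.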

Among granzyme family members, only *Gzma* and *Gzmb* were found to be expressed by iNKT cells. 

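Gzma lies on chromosome 13 of mm10, 113093827 to 113100951. In young mice it was at 4123 ± 23.6 (SD, n = 2) in iNKT1, 11.5 ± 7.52 in iNKT17 and 5.67 ± 8.03 in iNKT2 cells. Young iNKT1 cells exceeded iNKT2 cells by log2 10.20 (standard error 0.97, adjusted p = 3.20e-05) and iNKT17 cells by 8.52 (standard error 0.97, adjusted p = 8.43e-05) in limma.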

*Gzma* (granzyme a) is strongly expressed by young adult iNKT1 cells but not iNKT2 and iNKT17 cells as already reported earlier (**Figure 3G**, **Supplementary Table S1B**) (12). In contrast, aged iNKT1 cells expressed only residual levels of *Gzma*. This was confirmed by flow cytometry corroborating that predominantly CD4^−^iNKT1 cells of thymus express GZMA (**Figure 3H**). 

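In aged iNKT1 cells Gzma fell to 281 ± 22.5 (SD, n = 2), a log2 fold change of −3.87 (standard error 0.97, adjusted p = 0.0441) in limma. In aged iNKT2p and iNKT17 cells it was at 3.40 ± 2.81 and 1.73 ± 1.07. The call in iNKT1 cells was lost in 13 of 27 alternatives, 9 of which leave out 1 library, with adjusted p = 2.76e-04 in edgeR and 1.79e-47 to 0.245 over its alternatives. The difference of the age change from that in iNKT2p cells did not pass, at −4.03 (standard error 1.37, adjusted p = 0.274).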

The percentage of GZMA^+^ cells decreased drastically among older CD4^−^iNKT1 cells (**Figures 3H, I**) and also the average level of GZMA per GZMA^+^ cell was much lower (**Figure 3J**). *Gzmb* mRNA was also present to a considerable extent in young adult iNKT1 cells (**Supplementary Table S1B**) yet aged cells reduced mRNA levels only moderately. 

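Gzmb was at 2631 ± 298 (SD, n = 2) in young and 1012 ± 6.07 in aged iNKT1 cells, a log2 fold change of −1.37 (standard error 0.81, adjusted p = 0.304) in limma, with adjusted p = 0.0436 in edgeR and 1.72e-05 to 0.572 over its alternatives. Young iNKT2 and iNKT17 cells had 2.36 ± 3.34 and 24.5 ± 5.28. Over the 4 granzyme genes that passed the filter, Gzma was the only one called in iNKT1 cells and 0 were called in the other subsets by limma. At an unadjusted p under 0.05 none of the 4 was called in iNKT2p and 1 was lower in iNKT17 cells, and edgeR called 0 and 1 there. The medians were −1.43 in iNKT1, −0.31 in iNKT2p and −1.77 in iNKT17 cells (camera, adjusted p = 0.115, 0.614 and 0.0330). The last is adjusted p = 0.228 with an estimated correlation and was not past the threshold without library N0802, N0805 or N0813.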

When analyzing iNKT1 cells of B6 mice, we found that GZMA was expressed to a small but significant degree by young adult as well as aged cells of thymus (**Supplementary Figure S4A**). In B6 an age-related yet less pronounced control of GZMA expression was also detectable. Additional genes that exerted age-dependent regulation encompassed *Myb*, *Ezh2*, *Ccr9*, *Sox4*, and *Gas7* (**Figures 3A, C**; **Supplementary Table S1B**). 

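Myb, a transcription factor of hematopoietic progenitors, fell from 1108 ± 225 (SD, n = 2) in young to 133 ± 39.1 in aged iNKT1 cells, a log2 fold change of −3.06 (standard error 0.22, adjusted p = 2.08e-05) in limma. It also fell in iNKT17 cells, from 2079.7 ± 194 to 957 ± 197 (log2 fold change −1.13, adjusted p = 0.0291), and was at 1676 ± 23.4 and 1494 ± 57.0 in iNKT2 and iNKT2p cells. The age change in iNKT1 cells was lower than that in iNKT17 cells, with a difference of −1.93 (standard error 0.32, adjusted p = 0.0421), and lower than that in iNKT2p cells, with −2.90 (standard error 0.32, adjusted p = 0.00130). Ccr9, a chemokine receptor gene of thymocytes, fell from 614 ± 37.4 to 94.1 ± 0.195 in iNKT1 (log2 fold change −2.69, adjusted p = 0.00609) and from 102 ± 36.8 to 20.1 ± 15.5 in iNKT17 cells (log2 fold change −2.47, adjusted p = 0.0172), and was at 378 ± 68.3 and 713 ± 14.3 in iNKT2 and iNKT2p cells. Gas7, which encodes a protein of the actin cytoskeleton, was at 116 ± 51.8 in young and 525 ± 12.8 in aged iNKT1 cells (log2 fold change 2.24, adjusted p = 0.0851). Its value elsewhere was at most 4.84 ± 3.83, and the change in iNKT1 cells had adjusted p = 0.0191 in edgeR and 2.82e-05 to 0.356 over its alternatives. The call of Ccr9 in iNKT1 cells was lost in 3 of 27 alternatives, leaving out library N0808 or N0811 among them, and that of Myb in iNKT17 cells in 8 of 27 alternatives.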

Remarkably, *Sox4* was also substantially downregulated in aged iNKT17 cells.

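Sox4, a transcription factor gene on chromosome 13 of mm10, 28950730 to 28953021, fell from 569 ± 27.4 (SD, n = 2) in young to 86.8 ± 17.2 in aged iNKT17 cells, a log2 fold change of −2.71 (standard error 0.26, adjusted p = 4.29e-04) in limma. In iNKT1 cells it fell from 408 ± 134 to 63.3 ± 5.73 (log2 fold change −2.63, adjusted p = 1.55e-04). In iNKT2 and iNKT2p cells it was at 575 ± 115 and 603 ± 41.2. The age change in iNKT17 cells differed from that in iNKT2p cells by −2.79 (standard error 0.36, adjusted p = 0.00954), and the change in iNKT1 cells by −2.71 (standard error 0.36, adjusted p = 0.00471).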

Moreover, we observed expression of a group of genes reminiscent of a T cell precursor phenotype in young adult iNKT1 cells: *Rag1, Dntt, Ctsl, CD8a*, and *CD8b1*, respectively (**Figure 3A**; **Supplementary Table S1B**). 

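Rag1, on chromosome 2 of mm10, 101638252 to 101649532, encodes a recombinase that joins T cell receptor gene segments in immature thymocytes. It was at 6106 ± 287 (SD, n = 2) in young iNKT1, 985 ± 158 in young iNKT2 and 733 ± 294 in young iNKT17 cells. Young iNKT1 cells exceeded iNKT2 cells by log2 2.64 (standard error 0.38, adjusted p = 5.49e-04) and iNKT17 cells by 3.12 (standard error 0.38, adjusted p = 1.29e-04) in limma. Dntt, which encodes the enzyme that adds bases at the joints, was at 1781 ± 103, 173 ± 2.29 and 190 ± 93.7 in the same order. The protease gene Ctsl was at 1512 ± 325, 235 ± 8.99 and 194 ± 33.1. The co-receptor genes Cd8a and Cd8b1 were at 1258 ± 284 and 1181 ± 239 in young iNKT1 cells, against 189 ± 39.8 and 224 ± 56.6 in young iNKT2 cells.

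**Figure D6:**
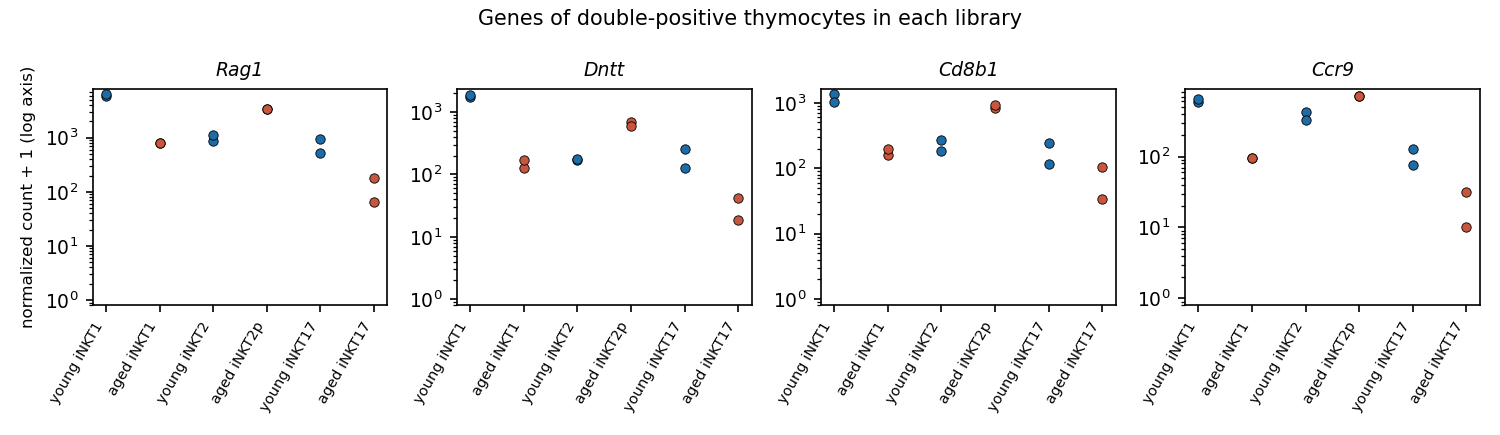
Normalized counts + 1 (log axis) of Rag1, Dntt, Cd8b1 and Ccr9 in each of the 12 libraries by subset; each point is 1 library (blue, young adult; red, aged). The aged iNKT1 libraries lie below the young ones for each gene.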

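Rag1, Dntt, Ctsl, Cd8a and Cd8b1 fell in aged iNKT1 cells and rose in aged iNKT2p cells. Rag1 went to 787 ± 6.56 (SD, n = 2) in aged iNKT1 cells, a log2 fold change of −2.95 (standard error 0.38, adjusted p = 0.00102) in limma, and to 3397 ± 37.6 in aged iNKT2p cells (log2 fold change 1.79, adjusted p = 0.0296). Ctsl changed by −3.30 (adjusted p = 2.79e-05) in iNKT1 and 1.61 (adjusted p = 0.0113) in iNKT2p cells, and Dntt by −3.61 (adjusted p = 3.51e-04) and 1.90 (adjusted p = 0.0271). The difference between both age changes was −4.75 (standard error 0.53, adjusted p = 0.00142) for Rag1 and −4.90 (standard error 0.36, adjusted p = 1.43e-04) for Ctsl. In iNKT17 cells Rag1 also fell, by 2.71 (adjusted p = 0.00468), and differed from iNKT2p cells by −4.50 (standard error 0.53, adjusted p = 0.00626). Of 11 genes of double-positive thymocytes, 10 fell in iNKT1 cells (11 when adjusted over the list alone) and 6 in iNKT17 cells (8 over the list alone), while 5 rose in iNKT2p cells (7 over the list alone). Leaving out 1 library, limma called 5 (without N0808) to 10 (without N0803) in iNKT1 and 1 (without N0807) to 8 (without N0813) in iNKT17 cells. Several of the 11 are genes that the study picked on these samples, so the counts are not independent evidence of a direction. The medians were −2.95, −2.19 and 1.79 in iNKT1, iNKT17 and iNKT2p cells. In camera the adjusted p was 3.15e-13, 1.39e-12 and 6.53e-07, and adjusted p = 0.118, 0.118 and 0.228 with an estimated correlation. For 9 of the 11 genes the age change was lower in iNKT1 than in iNKT2p cells. Each of the 5 calls in iNKT2p cells was lost without library N0803, N0809 or N0812, and that of Rag1 in 10 of 27 alternatives.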

Their expression is downregulated in aged iNKT1 cells but appears to increase among aged CD122^−^CD4^+^ iNKT2p cells. Regarding the latter we assume that a precursor-related subpopulation of iNKT cells exists that accumulate in aged iNKT2p cells (at the expense of bona fide iNKT2 cells). Whether or not one of the two identified populations, PLZF^lo^RORγt^lo^ cells (iNKT1-like), and/or PLZF^int^RORγt^+^ cells (iNKT17-like), respectively, display precursor features must await results from single cell sequencing of aged iNKT2p cells.

### iNKT17 Cells

We observed a reverse regulation of *Igf1r* and *Igfbp4*. 

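Igfbp4, on chromosome 11 of mm10, 99041260 to 99051579, encodes a secreted protein that binds insulin-like growth factors. It fell from 724 ± 121 (SD, n = 2) in young to 29.8 ± 5.84 in aged iNKT17 cells, a log2 fold change of −4.56 (standard error 0.31, adjusted p = 8.36e-05) in limma. In iNKT1 cells it fell from 139 ± 12.6 to 6.58 ± 0.209 (log2 fold change −4.20, adjusted p = 2.08e-05), and from 1676 ± 560.3 to 585 ± 179.8 in iNKT2p cells (log2 fold change −1.51, adjusted p = 0.0265). For Igfbp4, the age change in iNKT17 minus that in iNKT2p was −3.05 (standard error 0.44, adjusted p = 0.0202). Igf1r, which encodes the receptor of IGF1, was at 3099 ± 640 in young and 6556 ± 103 in aged iNKT17 cells (log2 fold change 1.10, adjusted p = 0.604). It rose from 251 ± 129 to 2733 ± 414 in iNKT2p cells (log2 fold change 3.53, adjusted p = 0.0409), a call lost in 13 of 27 alternatives. With the iNKT17 share taken out of the iNKT2p values, the log2 fold change was 3.29 (limma, adjusted p = 0.0643) and was not called. In iNKT17 cells Igf1r had adjusted p = 0.272 in edgeR and 4.39e-09 to 0.979 over its alternatives. Of 7 genes of the IGF axis that passed the filter, Igfbp4 fell in each subset, and Igf1r and Irs2, which encodes an adaptor of this receptor, rose in iNKT2p cells, where 4 rose without library N0802. The counts over the list alone were 2 higher and 1 lower in iNKT1, 4 and 1 in iNKT2p, and 2 and 1 in iNKT17 cells. The medians were 0.60, 1.00 and 0.56 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.658, 0.0371 and 0.165). In iNKT2p cells it was adjusted p = 0.228 with an estimated correlation, and not past the threshold without library N0803, N0809, N0810 or N0812, with a median of 0.55 without N0803. Without N0802, 2 genes of the list rose in iNKT1 cells. The call of Igfbp4 in iNKT2p cells was lost in 7 of 27 alternatives.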

Insulin-like growth factor 1 (IGF1) in serum is bound by a family of binding proteins regulating their activity (31). Of all existing IGF1 binding proteins, only *Igfbp4* is expressed in thymic iNKT cells of BALB/c mice. 

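Of the other genes for IGF binding proteins, Igfbp7 was highest, at 2.13 ± 3.01 (SD, n = 2) in aged iNKT2p cells, and Igfbp6 reached 1.93 ± 2.73 in aged iNKT1 cells. Igfbp2 had 0 reads in all 12 libraries, and Igfbp1, Igfbp3 and Igfbp5 had means of at most 1.29 ± 1.82, that of Igfbp5 in aged iNKT1 cells.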

IGFBP4 blocks IGF1 activity and the inverse regulation of expression of *Igfbp4* and the receptor for IGF1, *Igf1r*, on iNKT17 cells (**Figure 4A**, **Supplementary Table S1B**) suggests a role of IGF1 for iNKT17 cell differentiation or function. 

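In iNKT17 cells Flt4, on chromosome 11 of mm10, 49609679 to 49651083, rose from 91.5 ± 4.38 (SD, n = 2) to 981 ± 37.8, a log2 fold change of 3.41 (standard error 0.56, adjusted p = 0.0107) in limma. H2-Q10, a secreted MHC class Ib molecule, rose from 77.3 ± 0.414 to 1104 ± 368 (log2 fold change 3.78, adjusted p = 0.0394). Prg4 was at 83.8 ± 15.2 in young and 435 ± 78.6 in aged iNKT17 cells (log2 fold change 2.36, adjusted p = 0.195), with adjusted p = 0.00422 in edgeR and 1.92e-15 to 0.711 over its alternatives. Pcsk1, which encodes a convertase of prohormones, was at 491 ± 45.5 and 45.4 ± 3.14 (log2 fold change −3.41, adjusted p = 0.119), with adjusted p = 0.00653 in edgeR and 1.48e-33 to 0.518 over its alternatives. The metalloprotease gene Adamts1 rose from 0 to 92.8 ± 3.34 in iNKT17 cells (limma, adjusted p = 0.00130) and was at 38.3 ± 5.04 in aged iNKT1 cells. The cytokine gene Il21 fell from 32.5 ± 12.3 to 0 (limma, adjusted p = 0.00538). Of 10 genes of MHC class Ib that passed the filter, H2-Q10 rose in iNKT17 (2 genes over the list alone) and H2-T24 in iNKT1 cells, and 0 were called in iNKT2p cells by limma or edgeR, with 0 at an unadjusted p under 0.05. The median was 0.54 in iNKT17 cells (camera, adjusted p = 0.00786; adjusted p = 0.349 with an estimated correlation) and 0.10 in iNKT1 cells (adjusted p = 0.605), where it was 0.43 without library N0802, with 3 genes higher, and 0.034 without N0805, with 1 lower. The list in iNKT17 cells did not pass without N0810. In iNKT2p cells the median was 0.14 while the direction of camera was down (adjusted p = 0.862). H2-Q genes are near copies of each other, so reads may be split between them. Young iNKT1 library N0802 held 1191 normalized counts of H2-Q10 and N0805 94.4, and the call in iNKT17 cells was lost in 13 of 27 alternatives, 10 of which leave out 1 library. That of Flt4 was lost in 4 alternatives, which leave out 1 iNKT17 library each.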

Other genes expressed differently between young adult and aged iNKT17 cells encompass *Prg4*, *Pcsk1, Sox4, H2-q10*, and *Flt4*. H2-Q10 represents a class Ib MHC member that was shown to affect the development of NK and γδT cells (32). FLT-4 represents a tyrosine-protein kinase acting as a cell surface receptor for vascular endothelial growth factors. A contamination of sorted iNKT17 cells with endothelial cells can be ruled out since RNA reads for endothelial markers like *Cd34* or *Vcam1* were absent. Thus, the significance of its substantial and highly specific expression in aged iNKT17 cells remains to be explored. 

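Cd34, a marker of endothelium and progenitors, had 0 reads in young and aged iNKT17 cells and 0.644 ± 0.910 (SD, n = 2) in aged iNKT1 cells. Vcam1, an adhesion molecule gene, was at 0.381 ± 0.539 in young and 0.485 ± 0.687 in aged iNKT17 cells. Cdh5, Kdr and Tek, further endothelial genes, had 0 reads in aged iNKT17 cells. Pecam1, which T cells express too, was at 339 ± 22.5 in young and 223 ± 89.9 in aged iNKT17 cells. Of 10 endothelial genes, 2 passed the filter. In iNKT1 cells Vcam1 fell from 17.0 ± 7.33 to 0 ± 0 (log2 fold change −4.11, standard error 1.06, adjusted p = 0.0480 in limma), a call lost in 14 of 26 alternatives, among them leaving out library N0805, and in aged iNKT2p cells it was at 7.17 ± 8.14. The median of both genes was −1.99, 1.23 and −0.29 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.457, 0.605 and 0.537).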

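Aged iNKT17 cells exceeded aged iNKT2p cells in Flt4 by log2 4.02 (standard error 0.56, adjusted p = 8.31e-04) in limma, and the difference of aged iNKT1 from aged iNKT17 cells was −9.54 (standard error 0.56, adjusted p = 3.87e-07). Flt4 was at 59.9 ± 8.58 (SD, n = 2) in aged iNKT2p, 0.374 ± 0.529 in aged iNKT1 and 0 in young iNKT1 and iNKT2 cells. The rise in iNKT2p cells passed in limma (adjusted p = 0.00100). Aged iNKT2p cells held 6.11% of the aged iNKT17 value. With the iNKT17 share of 8.57% in N0809 and 11.2% in N0812 taken out, the log2 fold change there went from 5.92 to 0. No rise beyond iNKT17 cells in that sort was therefore shown. The age change in iNKT17 cells was not told apart from that in iNKT2p cells, with a difference of −2.51 (standard error 0.79, adjusted p = 0.539). Given the admixture, this does not show a rise shared by both subsets.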

Interestingly however, it was found recently that *Flt4* is also prominently expressed by mucosal-associated invariant T (MAIT) cells when compared to conventional T cells (33, 34). Even though the authors did not specify the MAIT subpopulation expressing *Flt4*, MAIT17 and iNKT17 cells share functional pathways such as an IL23 driven IL17 production (35, 36) and possess an overall very similar expression profile (34).

### The Role of IL2 in Invariant Natural Killer T Cell Homeostasis

It is well established that cytokines like IL7 or IL15 impact on the homeostasis of iNKT cells (37–39). 

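Il2ra, on chromosome 2 of mm10, 11642792 to 11689782, encodes CD25, the high-affinity chain of the IL2 receptor. It rose from 369 ± 32.1 (SD, n = 2) in young to 1856 ± 20.7 in aged iNKT17 cells, a log2 fold change of 2.33 (standard error 0.48, adjusted p = 0.0356) in limma. It also rose from 18.5 ± 6.06 in young iNKT2 to 278 ± 4.48 in aged iNKT2p cells (log2 fold change 3.88, adjusted p = 0.00341). In iNKT1 cells it was at 121 ± 104 and 86.2 ± 1.81. The change in iNKT17 cells was not told apart from those in the other subsets, at −2.50 (standard error 0.68, adjusted p = 0.280) for iNKT1 minus iNKT17 and −1.54 (standard error 0.68, adjusted p = 0.903) for iNKT17 minus iNKT2p. The call in iNKT17 cells was lost in 10 of 27 alternatives. Library N0802 decides the value in young iNKT1 cells, with 195 against 48.1 in N0805.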

We noticed that iNKT17 cells of BALB/c thymus expressed little *Il2ra* (*Cd25*) that was significantly up-regulated particularly in aged cells (**Figure 4A**, **Supplementary Table S1B**). This was confirmed on the protein level (**Figure 4B**). Although evident, an upregulated CD25 expression was more moderate not reaching statistical significance in B6 iNKT17 cells (**Supplementary Figure S4B**). Genes coding the *Il2rb* and *Il2rg* were expressed in an age-independent manner albeit at different levels (**Supplementary Figures S4C, D**). Thus, iNKT subpopulations may be IL2 responsive to different extents either through their low affinity (*Il2rb/Il2rg*, CD122/CD132) or high affinity IL2 receptor (*Il2ra/IL2rb/Il2rg*, CD25/CD122/CD132). 

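Il2rb, which encodes CD122, was at 9418 ± 2629 (SD, n = 2) in young and 9548 ± 228 in aged iNKT1 cells, and at 1184 ± 6.34 and 1049 ± 80.9 in young and aged iNKT17 cells. In iNKT2 and iNKT2p cells it was at 1052 ± 23.8 and 734 ± 7.22 (log2 fold change −0.52, standard error 0.18, adjusted p = 0.130 in limma). Il2rg, the common cytokine receptor chain, ranged from 2456 ± 593 in young iNKT2 to 3998 ± 358 in aged iNKT1 cells. Its log2 fold changes were 0.80 (adjusted p = 0.122), 0.48 (adjusted p = 0.387) and 0.24 (adjusted p = 0.790) in iNKT1, iNKT2p and iNKT17 cells. Of 11 genes of the IL2 receptor and targets of STAT5, the transcription factor it activates, Il2ra rose in iNKT17 (3 over the list alone) and in iNKT2p cells, where Socs2, a feedback inhibitor, rose too (4 higher and 1 lower over the list alone). In iNKT1 cells 0 were called by limma or edgeR, with 2 higher and 1 lower at an unadjusted p under 0.05, and without library N0802 limma called 4 higher and 2 lower, with a median of 0.51. The medians were 0.15, 0.54 and 0.61 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.534, 0.0101 and 0.0201). For the latter pair it was adjusted p = 0.228 and 0.275 with an estimated correlation, and in iNKT17 cells the list did not pass without N0804 or N0810, with a median of 0.35 without N0804. The call of Socs2 was lost in 18 of 27 alternatives, edgeR among them. It was also lost with the iNKT17 share taken out of the iNKT2p values. Il2ra kept its call in iNKT2p cells there, with a log2 fold change of 2.42 (limma, adjusted p = 0.0424).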

In thymus, T cells and DC provide IL2 in steady state (40, 41) playing a role in the homeostasis of regulatory T cells and therefore giving rise to the hypothesis that also the homeostasis of iNKT cells is influenced by IL2. Indeed, it was shown before that IL2 triggered iNKT cell proliferation [see for example (24)]. To investigate this in more detail, BALB/c iNKT cells were sorted from pooled young adult or aged thymi, labeled with a cell tracker dye and incubated *in vitro* in the presence of recombinant IL2. Cell numbers and propagation were determined 3 days later. In the following, we first focus on iNKT cells sorted from young adult thymus. In the absence of cytokine almost all cells died as expected yet we noted that iNKT17 cells were less affected by cell death (**Figure 4C**, medium only, upper left panel). In the presence of IL2, iNKT subset composition on day 3 shifted significantly compared to that determined on day 0 (**Figure 4D**). Whereas iNKT2 cells predominated in freshly isolated cells of young adult thymus, iNKT17 represented the majority in cells cultured for 3 days *in vitro* in the presence of IL2 while the frequency of iNKT1 cells was unchanged. This was reflected by cell counts (**Figure 4C**, please not the scaling of the y-axes that differ among each other). After 3 days in culture in the presence of IL2, the number of iNKT1 cells was virtually unchanged (input equals output, upper right panel). In contrast, iNKT2 cell numbers decreased and those of iNKT17 cells increased compared to input (lower panels). Cell tracker dye profiles indicated that a small subpopulation of CD4^+^iNKT1 cells underwent propagation when exposed to IL2 (representative plots **Figure 4E**, data summary ± SD underneath each plot). In contrast, the vast majority of detectable iNKT2 cells underwent several cycles of propagation yet their overall numbers rather decreased (**Figure 4E**, compare to approximately 40% of initial level iNKT2, **Figure 4C**, lower left panel) suggesting that either only a minority of them was stimulated initially or propagating cells died rather quickly under these experimental conditions. iNKT17 cells reacted quite different. A substantial proportion of cells lost a small but noticeable amount of cell tracker dye indicating a slow rate of cell division (arrow in **Figure 4E**) while only a few cells passed through more cycles of division. Remarkably, cell division observed in CD4^+^iNKT1 and iNKT2 cells correlated with a strong up-regulation of CD25 expression and a substantial increase in forward/side scatter (**Figure 4E**, **Supplementary Figure S4E**). Such phenotype is a typical characteristic of rapidly dividing regular T cells. This did not occur in non-dividing cells but also not in the bulk of slowly dividing iNKT17 cells (**Figure 4E**, **Supplementary Figure S4E**). These findings illustrate that iNKT17 cells make use of an IL2 based signaling mechanism that is absent in iNKT1 and iNKT2 cells. The observed propagation effects *in vitro* of IL2 were completely dependent on CD25 mediated signaling since in the presence of a blocking anti CD25 antibody cell divisions were suppressed largely, regardless whether they were slow or rapid in nature (**Figure 4F**). Interestingly however, IL2 promoted survival of iNKT1 cells (but not iNKT2 and iNKT17 cells) even in the presence of anti CD25 mAb (**Figure 4C**, upper right panel, lower two panels: IL2 + αCD25).

In cells of older animals we also observed a shift in subset composition (**Figure 4D**, lower panels) with iNKT17 cells predominating following 3 days of culture in the presence of IL2. Importantly, we failed to observe a fraction of rapidly dividing iNKT1 cells yet aged iNKT17 displayed the same phenotype of semi-responsiveness as young adult iNKT17 cells (**Figure 4E**, lower middle panel). Unfortunately, due to scarcity, we could not draw meaningful conclusions regarding aged iNKT2 cells upon culturing. Nevertheless, these results suggest that the capacity of IL2 to induce proliferation ceased in older iNKT1 cells whereas the mechanism of iNKT17 cell homeostasis that is based on CD25 is age independent.

Taken together, we showed that iNKT cells exerted an age-dependent phenotype. We observed considerable age-related patterns regarding expression of replication dependent histone genes and also demonstrated that aged iNKT cells of thymus propagate less well *in vivo*. We identified several candidate genes that might affect iNKT cell biology upon aging such as *Sox4*, *Ezh2*, *Tjp1*, *Gzma*, *Flt4*, *Igf1r*, and *Il2ra*. Moreover, we provided evidence that IL2 is an important factor controlling iNKT cell homeostasis particularly that of iNKT17 cells by a mechanism that depends on the high affinity IL2 receptor but is different from classical T cell activation *via* IL2.

## Discussion

Thymus represents an organ undergoing age-related involution that is accompanied by dramatic changes regarding cellularity and substructures (42). Thus, in the long run, the ongoing alteration of the micro-environment not only impacts on the generation of normal T cells (43) but also on that of iNKT cells. Indeed, it was found that the frequencies of thymic iNKT cells as well as their subset composition depend on age and also the genetic background (mouse strain) (15, 17). However, there was no clue regarding the factors causing this phenomenon and in addition, whether ageing affects the phenotype/function of iNKT cells as was observed for T cells (44). 

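Of the genes that specified a subset in young mice, 161 of 263 still did so for aged iNKT1, 41 of 52 for aged iNKT2p and 99 of 163 for aged iNKT17 cells. The last count is set against aged iNKT2p cells, where the iNKT17 share was a mean of 9.88%. A gene can therefore drop out without a change in iNKT17 cells, where 162 of the 163 were not called with age. Tbx21 specified iNKT1 cells at both ages, and Izumo1r specified young iNKT2 and aged iNKT2p cells. Over the 1000 most variable genes, the first principal component held 57.7% of the variance. The iNKT1 libraries lay between −82.8 and −72.4 on it at both ages, and the iNKT17 libraries between 49.6 and 60.7, while iNKT2 libraries moved from 12.1 and 17.6 to 29.6 and 30.9 (iNKT2p). On the second, with 20.3% of the variance, the iNKT17 libraries moved from 14.5 and 17.0 in young to 46.0 and 47.8 in aged mice, the iNKT1 libraries from 0.116 and 2.97 to 21.3 and 22.3, and the iNKT2 libraries from −52.1 and −51.1 to −35.1 and −33.9.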

Evaluating the transcriptome data derived from young adult and aged iNKT subsets, we found that the overall expression programs of iNKT subsets were highly stable. However, the emergence of two additional iNKT2 related subpopulations among aged iNKT2 cells limited an in depth characterization of age-sensitive genes relevant for iNKT2 development and/or function. These observations demonstrated that the applied classification of iNKT subsets based on surface markers CD4/CD122 needs further refinement by adding at least one specific iNKT2 marker to address aged iNKT2 cells. Despite of considerable interest, it was beyond the scope of this study to elucidate the origin and nature of the CD122^−^CD4^+^PLZF^lo^RORγt^lo^ cells and CD122^−^CD4^+^PLZF^int^RORγt^+^ cells in further detail. This as well as a thorough investigation of other rare iNKT subsets will be addressed in future experiments and should be based on multi-color flow cytometry and single cell sequencing.

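In iNKT1 cells the 51 replication-dependent histone genes that fell compare with 21 of 34 genes of G2 and mitosis (33 over the list alone) and 10 of 35 genes of S phase and DNA replication (16 over the list alone). In iNKT17 cells 26 histone, 6 G2 and mitosis (20 over the list alone) and 7 S phase genes (15 lower and 1 higher over the list alone) fell. With 1 library left out, limma called 5 (without N0808) to 23 (without N0802) G2 and mitosis and 3 (without N0811) to 13 (without N0802) S phase genes in iNKT1, and 1 (without N0804) to 15 (without N0802) and 0 (without N0804, 18 at an unadjusted p under 0.05) to 10 (without N0802) in iNKT17 cells. In iNKT2p cells 10 histone (20 without N0802) and 2 S phase genes (4 without N0802) fell, while Mki67, a marker of dividing cells, rose from 67.7 ± 7.48 (SD, n = 2) to 261 ± 46.3 (log2 fold change 1.92, standard error 0.35, adjusted p = 0.0182 in limma). Cdk1, the kinase that starts mitosis, fell from 213 ± 56.8 to 16.3 ± 6.10 in iNKT1 (log2 fold change −3.65, adjusted p = 0.00457) and from 39.4 ± 1.84 to 2.56 ± 2.25 in iNKT17 cells (log2 fold change −3.67, adjusted p = 0.00844). Pcna, a clamp of DNA polymerase, fell from 925 ± 137 to 491 ± 49.7 in iNKT1 cells (log2 fold change −0.91, adjusted p = 0.0359). The medians of the G2 and mitosis list were −2.98, −0.10 and −2.12 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 2.50e-23, 0.646 and 2.52e-18). In iNKT1 and iNKT17 cells these became adjusted p = 0.0684 and 0.0684 with an estimated correlation. Those of the S phase list were −0.91, −0.49 and −0.97 (camera, adjusted p = 4.10e-10, 2.93e-06 and 2.31e-12), with adjusted p = 0.0811, 0.118 and 0.0684 with an estimated correlation. In iNKT1 cells the S phase median was −0.60 without library N0802 and −1.33 without N0805. Of 27 alternatives, 4 lost the call of Mki67 and 4 that of Cdk1 in iNKT17 cells.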

Replication-dependent histone genes comprised the largest group of genes displaying an age-dependent expression pattern. Remarkably however, regulation was not uniform but depended on the particular gene under scrutiny. More strikingly, the *in vivo* BrdU-data reflecting actual propagation of iNKT cells were in disagreement with observed expression intensities of replication-dependent histone genes: iNKT1 cells expressed these genes in general more vividly than iNKT2 cells but the latter propagated more pronounced *in vivo*. Mainly described are age-dependent posttranslational histone modifications (acetylation, methylation) (45). Yet it was also reported that expression of replication-dependent histone genes changed with age and was uncoupled from active proliferation. Thus, in retinal neurons *Hist1h1b* expression is strongest in embryonic stages while *Hist1h1c* is expressed stronger postnatally when proliferative activity ceased (46). Among all histones, histone H1 proteins differ most in amino acid composition from each other. Of the five genes coding for histone H1, we found four to be expressed strongly in iNKT cells of young adults. 

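All 5 histone H1 genes fell in aged iNKT1 cells. Hist1h1d fell from 10553 ± 2299 (SD, n = 2) to 725 ± 72.3, a log2 fold change of −3.85 (standard error 0.28, adjusted p = 2.08e-05) in limma, and Hist1h1a by 5.10 (adjusted p = 4.26e-05). Hist1h1e fell by 1.72 (adjusted p = 3.34e-04) in iNKT1, 1.11 (adjusted p = 0.0131) in iNKT2p and 1.06 (adjusted p = 0.0154) in iNKT17 cells. Hist1h1c made up 44.1% ± 1.49 of the H1 counts in young and 69.4% ± 1.46 in aged iNKT1 cells, and 53.4% ± 4.18 and 70.9% ± 2.06 in young and aged iNKT17 cells. The share of Hist1h1d went from 25.6% ± 2.81 to 9.50% ± 1.09 in iNKT1 cells. In iNKT17 cells Hist1h1d fell from 2068 ± 334 to 405 ± 77.9 (log2 fold change −2.35, adjusted p = 0.00154) and Hist1h1a from 458 ± 70.1 to 61.0 ± 44.1 (log2 fold change −3.09, adjusted p = 0.00422). In iNKT2p cells Hist1h1d fell to 1447 ± 94.1 (log2 fold change −1.26, adjusted p = 0.0347), a call lost in 12 of 27 alternatives. The calls of Hist1h1e in iNKT2p and iNKT17 cells were lost in 5 and 6 of 27 alternatives.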

Three out of these four genes displayed a severe reduction in expression in aged cells (*Hist1h1a*, *Hist1h1b*, *Hist1h1d*) whereas expression of fourth, *Hist1h1c*, decreased much more moderately. This may cause a shift in the mixture of histone H1 proteins present in the older chromatin (**Supplementary Table S2A**). It was speculated that such age related changes in histone protein composition are accompanied by subtle divergences in chromatin packaging or accessibility thereby influencing gene expression (46). In contrast, replication-independent histone genes were only very moderately down-regulated in aged cells of all iNKT subtypes. In addition, the expression levels regarding iNKT subtypes were only slightly different (**Supplementary Table S2B**). This would be in line with the non-replication related functions of these histones such as control of transcription or chromatin integrity (47).

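H3f3b, which encodes histone H3.3, was at 2385 ± 503 (SD, n = 2) in young iNKT2 and 2120.4 ± 383 in young iNKT17 cells, and H2afz, which encodes histone H2A.Z, was at 598 ± 211 and 641 ± 94.9. H2afy, a macroH2A gene, was at 1329 ± 508, 1128 ± 44.7 and 1144 ± 168 in young iNKT1, iNKT2 and iNKT17 cells. Of the 8 replication-independent genes, 1 was higher and 1 lower in young iNKT1 than in iNKT2 cells, 2 were higher and 1 lower than in iNKT17 cells, and 0 differed between iNKT17 and iNKT2 cells in limma. The medians of these comparisons were 0.33, 0.50 and 0.01 (camera, adjusted p = 0.247, 0.116 and 0.473).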

We identified a couple of genes displaying an age-regulated pattern possessing an obvious link to iNKT cell development or function such as *Sox4*, *Ezh2*, and *Gzma*. Absence of *Sox4* was shown to impair iNKT cell differentiation in general affecting most iNKT1 cells in thymus (48). We observed a significant down-modulation of *Sox4* in iNKT1 but also in iNKT17 cells thereby possibly influencing the age-dependent shift in iNKT subset composition. Along with *Sox13*, *Sox4* is also involved in development of γδT cells producing IL17 (49). There is a group of genes expressed by iNKT17 as well as by γδT cells such as *Blk*, *Scart2*, *Aqp3*, *Camk2d*, *Gpr183*, and *Sox13*, respectively, suggesting that these factors play important roles in the biology of both cell types (11, 48). 

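Aqp3, a water and glycerol channel gene, was at 1239.6 ± 212 (SD, n = 2) in young and 1594 ± 2.09 in aged iNKT17 cells, against 116 ± 16.5 in young iNKT1 and 61.6 ± 5.46 in young iNKT2 cells. The transcription factor gene Sox13 was at 1421 ± 228 and 2919.7 ± 218 in young and aged iNKT17 cells and at 816 ± 401 in young iNKT2 cells, a log2 difference of 0.88 (standard error 0.49, adjusted p = 0.417) in limma. 5830411N06Rik, a scavenger receptor gene, was at 4203 ± 654 in young iNKT17 and 643 ± 59.3 in young iNKT2 cells (log2 fold change 2.70, adjusted p = 2.15e-05). Of 7 genes shared with γδ T17 cells, Sox4 fell in iNKT17 and iNKT1 cells (1 over the list alone in each) and Aqp3 rose in iNKT2p cells (4 over the list alone and 4 without library N0802). The medians were −0.13, 0.80 and 0.31 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.534, 0.00105 and 0.610). In iNKT2p cells it was adjusted p = 0.196 with an estimated correlation. With the iNKT17 share taken out of the iNKT2p values, the log2 fold change of Aqp3 went from 1.85 to 0.25 (limma, adjusted p = 0.732). No rise of Aqp3 beyond iNKT17 cells in that sort was therefore shown. In iNKT1 cells the median was 0.013 without library N0802 and −0.19 without N0805. For the age change of Sox13 in iNKT17 cells, the authors' deposited adjusted p was 3.77e-08 (DESeq2). Limma and edgeR called 0 of the 7 genes as higher there.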

We confirmed expression of these genes by iNKT17 cells but none of them was age-regulated and only *Aqp3* and *Blk* were highly specific for iNKT17 (**Supplementary Tables S1A** and **S3**). However, in the scope of investigations done here, we failed to detect an impact of BLK on iNKT17 cells. 

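Ezh2, which encodes the methyltransferase of Polycomb repressive complex 2, fell from 709.9 ± 179.6 (SD, n = 2) to 125 ± 36.7 in iNKT1 cells, a log2 fold change of −2.51 (standard error 0.30, adjusted p = 6.40e-04) in limma. In iNKT17 cells it fell from 285 ± 40.0 to 86.7 ± 1.76 (log2 fold change −1.70, adjusted p = 0.0154), and it was at 318 ± 112 and 287 ± 16.3 in iNKT2 and iNKT2p cells. The age change in iNKT1 differed from that in iNKT2p cells by −2.41 (standard error 0.42, adjusted p = 0.0163). The difference between iNKT17 and iNKT2p cells did not pass, at −1.59 (standard error 0.42, adjusted p = 0.305). Of 7 genes of the complex, Ezh2 was the only one called, while 1 rose and 3 fell in iNKT1 cells without library N0802. Its partners Suz12 and Eed were at 1049.8 ± 257 and 496 ± 47.1 in young and 838 ± 56.6 and 485 ± 34.3 in aged iNKT1 cells. Over the list alone 3 fell and 1 rose in iNKT1, 1 fell in iNKT17 and 0 were called in iNKT2p cells, where edgeR called 0 and 1 was higher and 1 lower at an unadjusted p under 0.05. The medians were −0.30, −0.10 and −0.22 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.0763, 0.646 and 0.165), and −0.052 in iNKT1 without N0802. The call of Ezh2 in iNKT17 cells was lost in 6 of 27 alternatives, 4 of which leave out 1 library.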

*Ezh2* was found to be down-modulated in aged iNKT cells in a subtype specific manner. EZH2 is involved in histone H3 methylation representing an important tool to control gene expression (50). It was shown that EZH2 also methylates other substrates such as PLZF thereby promoting its degradation (51). Not surprisingly, targeted deletion of *Ezh2* in T cells was shown to cause a massive expansion of iNKT cells, predominantly iNKT2 but also iNKT1 cells (51). A tuned down-regulation of *Ezh2* expression in aged iNKT cells may help explain the observation that iNKT cell frequencies as well as absolute numbers increase in thymus when mice are growing older (17).

An interesting aspect of age-regulated gene expression related to granzymes. Of the two granzyme family members expressed, *Gzma* displayed a strong age-dependency whereas *Gzmb* remained at relatively high levels also in the older iNKT1 cells. Expression of components required for alternative target cell killing like *Fasl* or *Tnfsf10* was also not age-sensitive (**Supplementary Table S3**) and killing *via* the FASL/FAS-axis was identified as a preferred mechanism engaged by iNKT cells to eliminate targets (52). 

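Fasl, the ligand of the death receptor FAS, was at 981 ± 157 (SD, n = 2) in young and 861 ± 23.6 in aged iNKT1 cells (log2 fold change −0.18, standard error 0.60, adjusted p = 0.879 in limma). Tnfsf10, which encodes the death ligand TRAIL, was at 1528 ± 350.4 and 1362 ± 2.07 (log2 fold change −0.15, adjusted p = 0.629), and at 246 ± 3.01 and 270.3 ± 10.4 in young and aged iNKT17 cells. Prf1, which encodes perforin, was at 595 ± 279 in young and 871 ± 121 in aged iNKT1 cells (log2 fold change 0.62, adjusted p = 0.593). Of 7 genes of target cell killing, 0 were called in any subset by limma. At an unadjusted p under 0.05, 0 were called in iNKT1, 1 was lower in iNKT2p and 2 in iNKT17 cells (2 over the list alone), and edgeR called 1, 0 and 1 lower. Without library N0802 limma called 1 lower in each subset. The medians were −0.18, −0.13 and −0.32 in iNKT1, iNKT2p and iNKT17 cells (camera, adjusted p = 0.646, 0.587 and 0.457). In iNKT1 cells it was −0.34 without N0802 and −0.014 without N0805.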

Beyond their importance for cell-mediated killing, GZMA and GZMB perform additional functions. For example, GZMA can induce a potent pro-inflammatory response (53) whereas GZMB propels migration of cytotoxic lymphocytes by cleavage of basement membrane constituents (54). Based on these findings, it is tempting to speculate that upon aging the available repertoire of iNKT cells to kill targets is not restricted considerably but aging may be accompanied by a substantial loss of alternative GZMA functions. Such view is supported by the more general finding that GZMA deficient cytotoxic cells are not impaired noticeably in cell-mediated elimination of target cells (55).

We observed a variegated response of iNKT subsets upon incubation with IL2 *in vitro*. Whereas iNKT1 and iNKT2 cells isolated from young adult thymus upregulated CD25 and entered several rounds of cell division, iNKT17 cells responded with initiation of slow propagation. Strikingly, CD25 was not found to be upregulated. This was surprising considering that in iNKT17 cells *Cd25* expression in steady state was significantly more pronounced that in iNKT1 and iNKT2 cells. Nevertheless, any division activity depended on CD25 mediated signaling. 

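In young mice iNKT17 cells exceeded iNKT2 cells in Il2ra, the gene of CD25, by log2 4.28 (standard error 0.48, adjusted p = 2.23e-04) in limma, and the difference of iNKT1 from iNKT17 cells was −1.91 (standard error 0.48, adjusted p = 0.0174). In aged mice iNKT17 cells exceeded iNKT2p cells by 2.74 (standard error 0.48, adjusted p = 0.00366), and the difference of iNKT1 from iNKT17 cells was −4.41 (standard error 0.48, adjusted p = 4.64e-05).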

Probably, IL2 responsive iNKT1 and iNKT2 cells initiate propagation like regular T cells by first signaling *via* the IL2 low affinity receptor that in turn causes upregulation of CD25 expression before cells start cycling. Why this mechanism is not triggered in iNKT17 cells under the steady state conditions mimicked in our *in vitro* assays remains enigmatic. More detailed studies will be required to decipher the underlying signaling events. At any rate, we also noted that iNKT17 cells are equipped with mechanisms supporting cell-autonomous survival *in vitro* whereas particularly iNKT2 cells are very sensitive to death without external support that may be provided by cytokines or TCR signaling (14). Of particular interest was the observation that IL2 supports survival of iNKT1 cells but not iNKT2 or iNKT17 cells even in the presence of CD25 blocking. It can be assumed that this survival mechanism depends on the low affinity receptor as only iNKT1 cells express substantial amounts of CD122. When investigating the effects of IL2 *in vitro* on aged iNKT cells, we failed to observe propagation of iNKT1 cells. However, already in young adults only a minority of iNKT1 cells divided. These responsive cells might represent iNKT1 cells that had developed recently from iNKT2 cells [see (17)] but preserved the propensity to propagate inherent to iNKT2 cells. In support of this, virtually only those iNKT1 cells divided that, like iNKT2 cells, express CD4. This would be in line with the finding that also *in vivo* significantly more BrdU-incorporation was observed in young adult CD4^+^iNKT1 cells compared to CD4^−^iNKT1 cells. In the older thymus, the reservoir of iNKT2 cells is almost exhausted wherefore also the number of CD4^+^iNKT1 cells derived recently from iNKT2 cells approximates zero. Consequently, IL2 responsive iNKT1 cells could not be detected any longer in significant amounts and also BrdU incorporation into CD4^+^iNKT1 cells dropped down to a level as observed for CD4^−^iNKT1 cells. In contrast, the iNKT17 specific response mechanism to IL2 persisted to exist also in the aged cells and thus might contribute to the age-dependent increase in iNKT17 frequencies in BALB/c thymus (17). These findings not only corroborate the efficacy of the applied markers to classify iNKT subtypes but also emphasize a thus far underrated role that may be taken by IL2 in controlling homeostasis of iNKT cells by mechanisms affecting survival and/or propagation.

In this study we found that the transcriptional patterns of iNKT cells are rather stable when comparing young adult with aged thymus. Nevertheless, we identified several genes displaying age-modulated expression. By mutually opposing and/or reinforcing effects factors like SOX4, EZH2, FLT4, and CD25 might contribute in shaping the pool of iNKT cells in aged thymus while others such as granzyme a and ZO/stathmin proteins might help to adapt the functional repertoire of iNKT cells to the needs of an aging organism. It will be interesting to explore to what extent the observed shifts in gene expression are imparted to the cells by the radically altered micro-milieu or whether they are triggered also by cell autonomous programs.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE147666.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Ethics statement

The animal study was reviewed and approved by Lower Saxony State Office for consumer protection and food safety (LAVES).

## Author contributions

All authors performed experiments. GB and HG designed the study. GP, GB, and HG wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by DFG grant BE1886/7-1 to GB and a DFG fellowship GE3062/1-1 to HG.

How the deposited data were processed for this re-analysis (not part of the article)

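RNA was measured in thymic iNKT cells of female BALB/c mice, sorted with CD1d tetramers as B220-negative and CD3-positive cells. The sorts took CD122-positive cells as iNKT1, CD122-negative CD4-positive cells as iNKT2 (iNKT2p in aged mice) and CD122-negative CD4-negative cells as iNKT17 cells. Each library came from pooled thymi of 3 young adult or 7 aged mice, and each of the 6 groups of age and subset holds 2 libraries. The labels name the RNeasy Plus Mini kit for the RNA, and the paper's methods the Micro kit of the same maker.

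The authors called bases with bcl2fastq, trimmed the reads with Trim Galore (version 0.4.1) and Cutadapt (1.9.1), checked them with FastQC (0.11.4), aligned them to mm10 with STAR (2.5.0c) in its mode with repeated passes, and counted them per gene on the reverse strand with featureCounts at a mapping quality of at least 10. They divided the counts by 1 size factor per library from DESeq2 on Galaxy. The deposited signal values are these normalized counts, for 24421 genes and 13 libraries. The deposited p-values are the authors' Benjamini-Hochberg adjusted p-values from DESeq2 for 9 pairwise comparisons, each over the libraries of its groups. Every signal value was a whole multiple of what 1 read is worth in its library (100% of values within 0.01), so the reads per gene were recovered from them.

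The 12 libraries of the test held 3590903 to 9107274 reads counted in genes, and 1 read is worth 0.710 to 1.85 normalized counts. A count of 0 allows up to 2.13 to 5.55 normalized counts (3 reads). The ribosomal RNA gene Rn45s took 9.52 to 17.1% of the reads. Between the libraries of a group, 73.3% (young iNKT1) to 93.1% (young iNKT17) of the tested genes lay within 2-fold of each other.

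Values were taken as log2(normalized count + 1) and tested with limma (3.58.1, R 4.3.3), with 1 mean per group, moderated variances with a trend on the mean, and no block, since the labels do not say which sort a library came from. Genes needed a normalized count of at least 10 in at least 2 of the 12 libraries, which left 11530. Comparisons were aged against young for each subset and on average over the 3 subsets, the difference of the age change between subsets, and each subset against the others at each age. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p under 0.05. A gene was specific to a subset at a log2 fold change of at least 2 and an adjusted p under 0.05 over both other subsets of the same age. For the volcano thresholds, a change of more than 2.83 fold and an unadjusted p under 0.05 were used, as the paper states them. The share of iNKT17 cells in the aged iNKT2p sort was the median, over genes specific to young iNKT17 cells with at least 100 normalized counts in aged iNKT17 cells, of the excess over young iNKT2 cells divided by that of aged iNKT17 cells. Library N0814, a DNase-treated repeat of the RNA of aged iNKT17 library N0813, was left out of the test because it is no further sample, and was compared with N0813 without a test.

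The 28 gene lists, fixed beforehand, were replication-dependent histones, replication-independent histones, S phase and DNA replication, G2 and mitosis, iNKT1 markers, iNKT2 markers, iNKT17 markers, double-positive thymocyte genes, genes of B cells, of myeloid and dendritic cells, of erythroid cells, of thymic epithelium, of endothelium and of regulatory T cells, granzymes, target cell killing, the IGF axis, tight junctions, the IL2 receptor and targets of STAT5, genes shared with γδ T17 cells, Polycomb repressive complex 2, interferon response, immediate early and stress genes, inhibitory receptors, cytokines, homing receptors, ribosomal proteins and MHC class Ib. They were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg over 78 pairs of a list and an age comparison, and members were also adjusted over the list alone. No gene of the B cell and erythroid lists passed the filter. The length of a gene was the median over its reference transcripts.

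Genes were named by a fixed rule. It takes every gene that the paper names, values of which were seen in its figures. For each age comparison it takes the 8 called genes with the largest rise and the 8 with the largest fall, if both aged libraries lay on the same side of both young ones and the higher group had at least 50 normalized counts. For each list it takes up to 4 members with the largest change, and for other cell types the member with the highest value. Genes outside this rule, such as called members of a list, were chosen after their values were seen.

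Alternatives were a pseudocount of 0.5 or 5, no filter or one at 50, TMM or upper quartile scaling on top of the authors' size factors, only the 4 libraries of a comparison, the DNase-treated library in place of or averaged with the untreated one, no variance trend, and each library left out in turn. Further ones were edgeR (4.0.16) on the recovered reads, DESeq2 (1.42.0) on the 4 libraries, the authors' deposited adjusted p-values readjusted over the kept genes, a 2-group test without shared variance for the volcano thresholds, fry or an estimated correlation for the lists, and other thresholds for specific genes and for the share. Leaving out libraries N0805, N0806 and N0807 together, and taking the trend on transcript length out of each library by loess, were chosen after seeing the data. The steps were tested on simulated data of the same design, in which aged iNKT1 cells differed for known genes. Of 67 genes changed 2-fold limma called 25, of 67 changed 4-fold 67, and 8 unchanged genes were called among 11231. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.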

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

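The tests of transcript length, of library N0805, of S phase genes and of both sources of double-positive thymocyte genes were chosen only after the result was seen, whereas those of iNKT17 cells in the iNKT2p sort and of other splits were not.

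The age change differed between subsets by a test of the difference itself, for 18 genes between iNKT1 and iNKT17, 152 between iNKT1 and iNKT2p and 14 between iNKT17 and iNKT2p cells (limma). In 147 of the 152 the change was lower in iNKT1 than in iNKT2p cells. With each library left out in turn, the counts ran from 3 (without N0804) to 1084 (without N0802), from 47 (without N0812) to 1039 (without N0802) and from 0 (without N0812) to 57 (without N0802). Among the genes that differed between iNKT1 and iNKT2p cells, 20 replication-dependent histone genes fell more in iNKT1, and 9 double-positive thymocyte genes had a lower change there. For Rag1 the difference was −4.75 (standard error 0.53, adjusted p = 0.00142), with both aged libraries below both young ones in iNKT1 and above them in iNKT2p cells.

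In iNKT2p cells, of whose age changes the paper discusses only some genes, 339 genes changed with age between young iNKT2 and aged iNKT2p cells, 246 of them higher, against 13 (without N0812) to 1433 (without N0802) with each library left out in turn. Dnah9, which encodes a heavy chain of axonemal dynein and is not named by the paper, rose from 19.9 ± 2.65 to 725 ± 36.6 normalized counts (log2 fold change 5.12, standard error 0.79, adjusted p = 0.0101 in limma). The call was lost in 4 of 27 alternatives, among them leaving out library N0803, N0809 or N0812. In the other 4 groups Dnah9 was at most at 4.64 ± 3.05, in aged iNKT17 cells.

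Young iNKT1 library N0805 stood far above the other 11 libraries for genes that the paper does not discuss. It held 424 normalized counts of Krt8 and 398 of Krt19, keratins of epithelia, and 96.2 of the Y-linked gene Eif2s3y, above the 5.55 that a count of 0 allows there. Young iNKT1 library N0802, the other of its group, held 3.23, 0 and 0, and the highest of the other libraries 54.1 of Krt8 (N0807), 29.4 of Krt19 (N0806) and 6.10 of Eif2s3y (N0807). Neither the labels nor the paper give a condition that separates this library, so no biological explanation was tested.

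The text of the paper counts 13 samples and does not mention that one of them is a DNase-treated repeat of aged iNKT17 library N0813. Of 8574 genes with a mean of at least 50 normalized counts, 174 were more than 2-fold higher in it than in the untreated library and 230 were at less than 50% of its value. The other aged iNKT17 library differed from the same library by as much for 69 and 118 genes. With 1 library on each side, no difference was tested.

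The fall of the replication-dependent histone genes in iNKT1 cells, with a median log2 fold change of −3.61, came with a median length of 922 bases for genes that fell and 1979 for genes that rose on average over the subsets, so a length bias was weighed. With the length trend taken out of each library the median was −3.46 with 51 of 55 genes called, and 83.9% of the 1404 genes that rose on average over the 3 subsets (1178) kept their call, which argues against length bias as the whole cause of either pattern. RNA from other cells in library N0805 is argued against as well, since the median was −3.53 without it. Double-positive thymocyte genes fell in the same comparison too, with a median of −2.95 and 10 of 11 called. Whether thymocytes carried into the young iNKT1 sort added to the histone fall was not tested. A lower share of cells in S phase cannot be told apart from a change within cells. The median of the S phase and DNA replication list was −0.91, between the bounds set for either reading, as was −0.60 without library N0802. Without N0805 it was −1.33, past the bound for a lower share. Genes of G2 and mitosis fell too, with a median of −2.98 and 34 of 34 below 0. In the paper's BrdU labeling, division was reduced in aged thymic iNKT cells, though among young subsets iNKT1 cells showed the least. The G2 values and the reduced labeling go with fewer dividing cells, but neither gives the share in S phase in these libraries. Of the 100 splits of age labels within the subsets that were drawn (108 possible), only the real one (1 split) gave as many as 2510 called genes, with 173 at most in the others, but the subsets of a sort share their pools of mice, and 2 pools per age make 3 splits, too few for a share under 0.05, and age itself stays open as untested because aged pools also held more mice.

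Double-positive thymocytes carried into the young iNKT1 and aged iNKT2p sorts are a candidate source of the thymocyte genes, although the gates on tetramer, CD3 and B220 would remove most such cells. A single source keeps its genes in 1 ratio. The SD over the 11 genes of the log2 ratio of young iNKT1 to aged iNKT2p was 0.854. This is 1.40 times the 0.609 that the standard errors give, within the bound set for such a source. A precursor-related iNKT subpopulation, which the paper assumes for aged iNKT2p cells, could keep 1 ratio as well. The test therefore cannot tell these sources apart. Rag1 was at 6106 ± 287 in young iNKT1 and 3397 ± 37.6 in aged iNKT2p cells, and the ratio was 1.80 for Rag1 and 2.74 for Dntt, the most abundant genes of the list in young iNKT1 cells, and ran from 0.861 for Ccr9 to 7.89 for Ptcra, which lies near the limit of detection in aged iNKT2p cells. iNKT17 cells in the aged iNKT2p sort are argued against, since aged iNKT17 cells held a median of 4.81% of the aged iNKT2p level. Expression of these genes by iNKT cells themselves, which changes with age, stays open as untested, and the list is weak evidence because the paper names Rag1, Dntt, Ctsl, Cd8a, Cd8b1 and Ccr9 from the same libraries and Ccr9 is also among the homing receptors.

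The rise of iNKT17 markers in aged iNKT2p cells was set against iNKT17 cells in that sort, which the paper also names. With the share of 8.57% in N0809 and 11.2% in N0812 of the aged iNKT17 values taken out, their median log2 fold change went from 2.58 (SD over genes 1.36) to 0.32 (SD 2.19) and the called markers from 7 to 0 of 14 in limma (3 higher at an unadjusted p under 0.05), because the folds themselves went down, as such an admixture would give. The markers alone gave a mean share of 10.4%, near the shares taken out, so their fall was nearly fixed beforehand. The RORγt-positive cells that the paper describes inside the aged CD122-negative CD4-positive gate could give the same values, and the 2 sources cannot be told apart. Of the 239 other genes that rose, 132 (55.2%) were still called, so the admixture is argued against as the source of all of these rises, though the value is near the bound of 50% set beforehand and the share has an SD of 1.85%. A change with age in iNKT2p cells stays open for these genes, as untested.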

How the results depend on the processing

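The tests with 9 libraries (N0805, N0806 and N0807 left out) and with the transcript length trend taken out were chosen only after the data were seen. The cause was not tested for any change below unless one is given.

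No paired analysis was run because neither the labels nor the paper say which sort a library came from. Krt8 set young libraries N0805, N0806 and N0807 apart, with 424, 41.7 and 54.1 normalized counts against at most 3.23 in the other libraries. A grouping of libraries by such values was not used, and no fit with a block by sort was run. Leaving out 1 library leaves a group with a lone library, which is assumed to vary like the other groups. Counts of genes below are at an adjusted p under 0.05.

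With only the 4 libraries of a comparison, which leaves 2 residual degrees of freedom, the genes changed with age went from 613 to 0 in iNKT1, from 339 to 0 in iNKT2p and from 179 to 4 in iNKT17 cells, and those past the volcano thresholds in iNKT1 from 925 to 600. At an unadjusted p under 0.05 limma had 1545, 2261 and 2552 genes in iNKT1, iNKT2p and iNKT17 cells in these fits. Without the variance trend 296 changed in iNKT1 and 126 in iNKT2p cells, and the age change differed between iNKT17 and iNKT2p for 44 genes against 14. That count was 25 with a pseudocount of 5, 27 with the DNase-treated library and 39 in edgeR. DESeq2 on the 4 libraries called 449 genes in iNKT1, 772 in iNKT2p and 1070 in iNKT17 cells, with 607 past the volcano thresholds in iNKT1, and the authors' p-values, readjusted over the kept genes, 396, 747 and 998 in iNKT1, iNKT2p and iNKT17 cells (395, 746 and 996 as deposited). The test without shared variance put 330 genes past these thresholds in iNKT1 and 259 in iNKT17 cells, against 457.

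With no filter on low values, which adds genes to the adjustment, 390 genes changed in iNKT1 cells and 9 instead of 18 differed between iNKT1 and iNKT17. With at least 50 normalized counts, where fewer genes are tested, 577 and 304 passed the volcano thresholds and 105 instead of 160 specified aged iNKT2p cells. With 9 libraries 2108 genes changed in iNKT2p and 818 in iNKT17 cells, 8, 563 (against 152) and 51 differed between iNKT1 and iNKT17, iNKT1 and iNKT2p, and iNKT17 and iNKT2p, and 29 instead of 52 specified young iNKT2 cells.

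A log2 fold change of at least 1 for specific genes gave by its construction 443, 88 and 258 genes for young iNKT1, iNKT2 and iNKT17 and 350 and 221 for aged iNKT1 and iNKT17 cells. At least 3 gave 146 and 33 for young iNKT1 and iNKT2 and 72 for aged iNKT17 cells. Of 30 gene list calls 0 held with an estimated correlation, where 18 pairs had an unadjusted p under 0.05, and fry called 24 of the 30 (27 pairs in all).

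The median age change of genes specific to young iNKT1 cells went from −0.060 to −0.24 with no filter, 0.038 with TMM, 0.089 when chosen with 1 young library and measured with the other, and 0.11 with 9 libraries. Genes specific to young iNKT2 cells had a median of −0.14, which became −0.0087 and 0.023 in the latter pair. For iNKT17 it went from 0.34 to 0.27 with a pseudocount of 5, 0.20 with no filter, 0.37 with at least 50 counts, 0.27 with upper quartile scaling, 0.39 across young libraries, 0.25 with 9 libraries and 0.25 without the length trend. Genes within 2-fold between the DNase-treated and untreated library went from 84.5% to 83.7% and 88.8% with a pseudocount of 0.5 and 5, and to 83.5% with no filter and 91.3% with at least 50 counts, since low counts vary most.

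With each library left out in turn, genes changed with age ran from 126 (without N0811) to 3715 (without N0802) in iNKT1, 13 (without N0812) to 1433 (without N0802) in iNKT2p, 34 (without N0807) to 462 (without N0805) in iNKT17 cells and 1294 (without N0804) to 4293 (without N0802) on average over the subsets (main count 2510). Genes whose age change differed ran from 3 (without N0804) to 1084 (without N0802) between iNKT1 and iNKT17, 47 (without N0812) to 1039 (without N0802) between iNKT1 and iNKT2p and 0 (without N0812) to 57 (without N0802) between iNKT17 and iNKT2p (without N0812, 412 at an unadjusted p under 0.05 in limma). Genes past the volcano thresholds ran from 681 (without N0811) to 1870 (without N0802) in iNKT1 and 377 (without N0807) to 519 (without N0802) in iNKT17 cells. Specific genes ran from 210 (without N0804) to 309 (without N0802) for young iNKT1 (main count 263), 13 (without N0803) to 78 (without N0802) for young iNKT2, 94 (without N0804) to 200 (without N0802) for young iNKT17 (163), 151 (without N0811) to 229 (without N0802) for aged iNKT1 (206), 75 (without N0812) to 200 (without N0802) for aged iNKT2p and 49 (without N0813) to 166 (without N0802) for aged iNKT17 cells (129). The number of called members moved by over 1.5 times, or to or from 0, in 59 of the 78 pairs of a list and a comparison. List calls ran from 25 (without N0810) to 32 (without N0807), the median age changes from −0.58 (without N0802) to 0.12 (without N0806) for iNKT1, −0.73 (without N0806) to 0.091 (without N0803) for iNKT2p and 0.23 (without N0807) to 0.41 (without N0804) for iNKT17, and the iNKT17 share from 8.19 (without N0812) to 10.9 (without N0809) percent, against 9.88. The number of histone genes highest in young iNKT1 cells was 54 (without N0805) to 55 (without N0802). Among the counts of changed, differing, volcano and specific genes, leaving out young iNKT1 library N0802 gave the highest in each but genes changed with age in iNKT17 cells. For called members of the lists this held in many pairs but not in all. In comparisons without young iNKT1 cells, leaving out N0802 leaves each fold change as it was. It takes out only the spread between N0802 and N0805, the pair with the lowest share of genes within 2-fold (73.3%). Leaving out N0805 takes out the same spread, so such counts do not single out N0802. Where libraries gave the same list count, the first of them is named.

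For the age change of Il2ra in iNKT1 cells the direction was reversed without young iNKT1 library N0802, from −0.17 to 0.83 and past the threshold (without N0805, −1.17; adjusted p-values 0.0160 to 0.963 over its alternatives), because N0802 held 195 and N0805 48.1 normalized counts. Of the 433 age changes of named genes, 4 lost and 2 gained a call with TMM and 0 and 2 with upper quartile scaling, 9 and 17 in edgeR, 16 and 55 in DESeq2, 25 and 51 with the authors' p-values, 157 and 1 with 4 libraries, 63 and 1 without variance trend, 39 and 0 with no filter, 20 and 52 with 9 libraries and 10 and 4 without the length trend. Leaving out 1 library ended a call 538 times, made one 141 times and left 4516 unchanged.

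The filter at 50 counts gave no value for named genes below it, nor for lists with no gene left, and DESeq2 none for genes it gave no p-value. DESeq2, the authors' p-values and the fits of 4 libraries give none for differences between subsets or averages over them. The depth of 3590903 to 9107274 reads per library limits genes under about 10 normalized counts, whose folds the pseudocount of 1 shrinks.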

Differences from the paper's values

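Chosen only after the result was seen were the tests with 9 libraries (N0805, N0806 and N0807 left out) and with the transcript length trend taken out, and the other alternatives were set before the data were examined. The values that the paper states or shows for measures computed here (reads of Hist1h1c, Hist1h1b, Gzma, Igf1r, Igfbp4 and Il2ra, read by eye, and the iNKT17 share of the aged iNKT2p sort) did not differ by the criteria set. The statements below differed in full, in part, in a single library or on a narrower set of genes than the paper's.

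The paper calls the number of regulated genes in iNKT1 cells low, with a prominent rise for Tjp1 alone. At its thresholds 925 genes passed in limma, 506 of them lower and 419 higher in aged cells. This is set against 457 in iNKT17 cells, and 330 in iNKT1 with a 2-group test without shared variance. At an adjusted p under 0.05 they were 613. Of these more fell (362) than rose (251), and both counts go in the direction that the paper states. At an unadjusted p under 0.05 without the paper's fold threshold, 1317 fell and 1684 rose. The direction was not stable with 1 library left out, since more genes rose than fell without N0802, N0803 or N0806. N0803 and N0806 hold iNKT2 cells and do not enter the iNKT1 fold changes, so there only the spread differed. Without N0802, young iNKT1 cells are left with library N0805 alone. That library held 424 normalized counts of Krt8 and 96.2 of the Y-linked gene Eif2s3y, so this fit cannot be set against the paper's statement.

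The paper puts age differences of iNKT1 signature genes below 2.5 fold and most of them as not significant. Of the 263 genes specific to young iNKT1 cells by the thresholds used here, 74 changed by more, and 212 were not called, as in the paper. Its own list of signature genes was not at hand. The paper calls the fluctuation of subset-specific genes between ages high in iNKT2p cells, and the mean absolute log2 fold change was 0.78 for genes specific to young iNKT2, against 1.27 for iNKT1 and 0.74 for iNKT17 cells. These values cover only the genes of each subset itself. In iNKT1, iNKT2p and iNKT17 cells the fixed iNKT17 markers had medians of −0.07, 2.58 and 0.36, which goes with the paper. Those of the iNKT1 markers were 0.01, −0.46 and −0.43, and those of the iNKT2 markers −0.55, 0.08 and −1.22.

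The paper did not detect typical iNKT1 signature genes in aged iNKT2p cells. Of the 263 genes specific to young iNKT1 cells, 20 were called as higher in aged iNKT2p than in young iNKT2 cells, as were 5 of 29 iNKT1 markers, while Tbx21 was at 71.0 ± 47.1 against 90.0 ± 13.5 in young iNKT2 and 2044 ± 175 in aged iNKT1 cells, which goes with the paper. Among the 20 were Rag1, Dntt, Ctsl, Cd8a and Cd8b1, which the paper itself describes as appearing to increase there. Of the 5 markers, Klrb1c, Il18rap and Bhlhe40 lost their call with the share of aged iNKT17 values taken out.

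The paper names Gas7 in iNKT1 and Igf1r, Prg4 and Pcsk1 in iNKT17 cells as changed with age, and limma did not call these 4, though both aged libraries lay on the stated side of both young ones. Gas7 went from 116 ± 51.8 to 525 ± 12.8 (adjusted p = 0.0851; 2.82e-05 to 0.356 over its alternatives) and was called with a pseudocount of 5, without library N0802, by edgeR, by DESeq2 on the 4 libraries and with the authors' adjusted p-values. Igf1r went from 3099 ± 640 to 6556 ± 103 (adjusted p = 0.604; 4.39e-09 to 0.979 over its alternatives) and was called by DESeq2 and with the authors' p-values. Prg4 went from 83.8 ± 15.2 to 435 ± 78.6 (adjusted p = 0.195; 1.92e-15 to 0.711) and was called by edgeR, DESeq2, the authors' p-values, a pseudocount of 5, and without N0802 or N0805. Pcsk1 went from 491 ± 45.5 to 45.4 ± 3.14 (adjusted p = 0.119; 1.48e-33 to 0.518) and was called in the same settings as Prg4 and with only the 4 libraries. Igf1r and Prg4 were called with 9 libraries as well, a setting chosen after seeing the values, which drops 1 of the changes that the paper names and limma called, Tjp1 in iNKT1 cells.

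The paper describes iNKT1 cells as without transcripts of claudins and occludin. Young iNKT1 library N0805 held 155 normalized counts of Ocln and 25.9 of Cldn1, and the other 3 iNKT1 libraries 0 of both. N0805 also held 424 of the keratin gene Krt8 and 96.2 of the Y-linked gene Eif2s3y, although all mice were female. Its reads of Ocln and Cldn1 can therefore not be assigned to iNKT1 cells, and the other libraries go with the paper. Among granzymes the paper finds only Gzma and Gzmb in iNKT cells. Gzmc was at 49.2 ± 19.4 in young and 16.7 ± 5.57 in aged iNKT1 cells, and Gzmm at 21.4 ± 9.31 and 14.6 ± 0.565, against 4123 ± 23.6 for Gzma in young iNKT1 cells.

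To show purity the paper lists Fas and Ccr6 among markers of other cells with none to few counts. Fas was at 43.5 ± 5.10 (aged iNKT1) to 177 ± 17.6 (aged iNKT2p) and Ccr6 at 72.3 ± 4.48 in young and 106 ± 9.83 in aged iNKT17 cells, while Itgam was at most at 19.1 ± 12.9 (aged iNKT17) and Ccr3 at 9.40 ± 10.3 (young iNKT1). Il10 was at 0 in all 12 libraries, and Itgax, Csf1r and Foxp3 were at most at 5.91 ± 5.35 (Csf1r in aged iNKT2p), as the paper states for these 4.

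Of the H1 histone genes the paper counts 4 of 5 as strongly expressed in young iNKT cells and leaves out Hist1h1e. Hist1h1e was at 4659 ± 617 in young iNKT1 cells, above Hist1h1a (3906) and Hist1h1b (3794 ± 623), and fell with age in all 3 subsets. In iNKT1 cells Hist1h1a, Hist1h1b and Hist1h1d fell by more than Hist1h1c, as the paper states.

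The paper takes Ccr7 as a signature gene of iNKT2 cells. Its mean was highest in young iNKT2 cells (633 ± 30.4), but it did not pass the test over young iNKT17 cells (145 ± 28.5; log2 fold change of iNKT17 over iNKT2 −2.14 (adjusted p = 0.236)). Of the genes shared with γδ T cells the paper calls only Aqp3 and Blk highly specific for iNKT17 cells. By the thresholds used here 5830411N06Rik (Scart2) was specific to young and aged iNKT17 cells too, with 4203 ± 654 in young iNKT17 against 643 ± 59.3 in young iNKT2 and 161 ± 36.1 in young iNKT1 cells. The paper also states that no gene of this group was regulated with age. For Sox13 in iNKT17 cells the authors' deposited adjusted p was 3.77e-08 (DESeq2), while limma and edgeR did not call a rise.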

Other observations

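Chosen only after the result was seen were the tests of how gene lists differ between subsets and the comparison of shared calls.

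Of 20 interferon response genes, 2 were called as higher in aged iNKT1 cells by limma and by edgeR, Oas3 and Ddx58, and 7 when adjusted over the list alone. With 1 library left out limma called 0 (without N0808, 4 at an unadjusted p under 0.05) to 6 (without N0802). Oas3 went from 367 ± 61.6 to 864 ± 43.6 (log2 fold change 1.24, adjusted p = 0.0317), a call that 9 of 27 alternatives lost. The median log2 fold change of the list was 0.63 (camera, adjusted p = 2.16e-04; adjusted p = 0.228 with an estimated correlation). In iNKT2p cells it was 0.10 (camera, adjusted p = 0.788) and in iNKT17 cells 0.06 (camera, adjusted p = 0.522), with 0 genes called by limma or edgeR in either and 1 higher at an unadjusted p under 0.05 in each. The change of the list in iNKT1 exceeded that in iNKT2p by a median of 0.59 (camera, adjusted p = 1.10e-04; adjusted p = 0.267 with an estimated correlation) and that in iNKT17 by 0.48 (camera, adjusted p = 9.64e-04; adjusted p = 0.319 with an estimated correlation).

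Among 6 inhibitory receptors, Pdcd1 fell in iNKT1 cells from 232 ± 90.1 to 36.4 ± 7.77 (log2 fold change −2.60, adjusted p = 1.42e-04), lost in 1 of 27 alternatives, and by more than in iNKT2p cells, with a difference of −1.84 (standard error 0.35, adjusted p = 0.0289). Btla fell in iNKT17 cells from 142 ± 21.3 to 58.3 ± 13.8 (log2 fold change −1.28, adjusted p = 0.0348), lost in 10 of 27, and 4 of the receptors fell there when adjusted over the list alone, and 4 without library N0802. The list's median was −0.41 in iNKT1 (camera, adjusted p = 0.482; −0.69 without library N0805), −0.61 in iNKT2p (camera, adjusted p = 0.509) and −1.08 in iNKT17 cells (camera, adjusted p = 0.00530; adjusted p = 0.118 with an estimated correlation).

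Of 16 homing receptors, Itgb7 rose and Ccr4, Ccr7 and Ccr9 fell in iNKT1 cells, Itga1 rose in iNKT2p cells, and Ccr9 and S1pr1 fell in iNKT17 cells, where S1pr1 went from 62.8 ± 7.91 to 7.40 ± 3.61 (log2 fold change −2.99, adjusted p = 0.00397). Itgb7 was chosen after its values were seen. The calls were lost in 6 (Ccr4), 12 (Ccr7) and 3 (Ccr9) of 27 alternatives in iNKT1, 13 (Itga1) in iNKT2p and 6 (Ccr9) and 2 (S1pr1) in iNKT17 cells. The change of S1pr1 in iNKT1 was above that in iNKT17 cells by 4.13 (standard error 0.57, adjusted p = 0.0181). Median changes of the list were −0.07 in iNKT1 (camera, adjusted p = 0.557; −0.16 without library N0802, with 3 genes higher and 3 lower), 0.17 in iNKT2p (camera, adjusted p = 0.522) and −0.61 in iNKT17 cells (camera, adjusted p = 0.0262; adjusted p = 0.143 with an estimated correlation), the last not past the threshold without N0802 or N0805.

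Among 7 cytokine genes, Ifng went from 7.57 ± 0.0123 in young iNKT2 to 0 ± 0 in aged iNKT2p cells (adjusted p = 0.0248, lost in 10 of 27 alternatives). In iNKT1 and iNKT17 cells 0 were called by limma or edgeR, against 2 lower in iNKT1 and 1 higher in iNKT17 at an unadjusted p under 0.05. Median changes were −0.83 in iNKT1 (camera, adjusted p = 0.285; −0.45 without library N0805), −0.43 in iNKT2p (camera, adjusted p = 0.509) and 0.11 in iNKT17 cells (camera, adjusted p = 0.646). Of 13 immediate early and stress genes 0 were called by limma or edgeR in any of the 3 subsets, against 4 higher in iNKT1, 1 higher in iNKT2p, and 1 higher and 1 lower in iNKT17 at an unadjusted p under 0.05. Their medians were −0.04 (camera, adjusted p = 0.614; 0.45 without library N0805, with 1 gene higher, and −0.38 without N0802, with 2 higher and 2 lower), 0.55 (camera, adjusted p = 0.212) and 0.33 (camera, adjusted p = 0.189).

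Of the iNKT1 markers, Klra1 and Klra3 were listed at 0 in both aged iNKT17 libraries, against 17.6 ± 9.84 (adjusted p = 0.0232) and 19.9 ± 12.0 (adjusted p = 8.56e-04) in young ones. The call was lost in 11 of 27 alternatives for Klra1, edgeR among them, and in 1 for Klra3. The median over the 29 markers in iNKT17 cells was −0.43 (camera, adjusted p = 0.0170; adjusted p = 0.340 with an estimated correlation; not past the threshold without library N0804, where the median was 0.00, or N0810), with 1 higher and 7 lower when adjusted over the list alone.

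Genes of ribosomal proteins had a median of −0.38 in iNKT1 (camera, adjusted p = 2.88e-07; adjusted p = 0.590 with an estimated correlation; −0.056 without library N0805, not past the threshold of camera, and −0.77 without N0802), −0.80 in iNKT2p (camera, adjusted p = 1.16e-28; adjusted p = 0.228 with an estimated correlation) and −0.54 in iNKT17 cells (camera, adjusted p = 2.64e-19; adjusted p = 0.324 with an estimated correlation). Of the 78 genes 8 were called as lower in iNKT2p (60 when adjusted over the list alone) and 2 in iNKT17, Rpl28 and Rpl10a. With 1 library left out limma called 0 (without N0809, 48 at an unadjusted p under 0.05) to 55 (without N0802) in iNKT2p and 0 (without N0804, 18 at an unadjusted p under 0.05) to 13 (without N0802) in iNKT17 cells. In iNKT1 cells 0 were called by limma or edgeR and 9 were lower at an unadjusted p under 0.05, and without N0802 limma called 48 lower. These transcripts are short, with a median of 638 bases, and with the length trend taken out the median in iNKT1 went from −0.38 to −0.26.

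Of the called genes with at least 50 normalized counts in the higher group and both aged libraries on the same side of both young ones, the 8 largest rises and falls, with log2 fold changes, were as follows. Genes below this limit, such as Il21 and Klra3 in iNKT17 and Ifng in iNKT2p cells, are left out. In iNKT1 cells rises were led by Prg4 (4.76), B3galt2 (4.15), Zswim5 (3.65), Mn1 (3.14), Tjp1 (3.11), Zfp526 (2.63), Atn1 (2.60) and Slfn5 (2.52), and falls by Hist1h2bm (−5.91), Hist1h2an (−5.54), Pbk (−5.44), Hist1h1b (−5.34), Bub1 (−5.28), Hist1h2bp (−5.19) and Bambi-ps1 (−5.16), beside Tubb3 (61.4 ± 70.1 in young and 0 ± 0 in aged, adjusted p = 0.0214). In iNKT2p cells rises were led by Serpinb1a (5.51), Dnah9 (5.12), Mtcl1 (5.00), Stab2 (4.59), Lrrn2 (4.57), Kcna1 (4.49) and Ccdc88a (4.41), beside Flt4 (0 ± 0 in young and 59.9 ± 8.58 in aged, adjusted p = 0.00100), and falls by Il21 (−3.91), Snora52 (−2.70), Snord34 (−2.65), Plac8 (−2.45), Snord82 (−2.41), Fignl1 (−2.34), Snord49b (−2.09) and Myo6 (−2.02). In iNKT17 cells rises were led by Nefl (5.60), H2-Q10 (3.78), Flt4 (3.41), Fam160a2 (3.32), Iigp1 (2.78), Ust (2.70) and Qser1 (2.69), beside Adamts1 (0 ± 0 in young and 92.8 ± 3.34 in aged, adjusted p = 0.00130), and falls by Igfbp4 (−4.56), Ccnb2 (−4.39), Hist1h3c (−4.15), Hist1h1b (−3.92), Hist1h2an (−3.79), Hist1h2ai (−3.57), Hist1h2bk (−3.52) and Flrt2 (−3.39). In limma their adjusted p-values ran from 2.08e-05 to 0.0492. The calls of the rises were lost in 3 to 17, 1 to 13 and 1 to 13 of 27 alternatives in iNKT1, iNKT2p and iNKT17 cells, and those of the falls in 1 to 4, 4 to 16 and 0 to 12. Of the rises in iNKT2p cells, Mtcl1, Stab2, Kcna1, Ccdc88a, Flt4 and the iNKT17 marker Serpinb1a lost their call with the share of aged iNKT17 values taken out. Dnah9 (log2 fold change 5.27) and Lrrn2 kept theirs.

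Calls were shared between subsets more often than independent lists of the same sizes would share. Independence could not hold here, since the comparisons use 1 variance per gene and the subsets of a sort came from the same pools of mice. The aged iNKT2p sort also held iNKT17 cells. The excess is therefore no evidence of a change common to the subsets. iNKT1 and iNKT17 cells shared 21 higher genes (independent lists, 1.24) and 62 lower ones (3.83). For iNKT1 and iNKT2p these were 58 (5.36) and 21 (2.92), and for iNKT17 and iNKT2p 36 (1.22) and 19 (0.984).

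Of the 11530 genes, 84.5% (95% binomial confidence interval 83.9 to 85.2%) lay within 2-fold between the DNase-treated and the untreated library of the same aged iNKT17 RNA, and 89.0% between the untreated library and the other aged iNKT17 library.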
